# GCN2 is required to maintain core body temperature in mice during acute cold

**DOI:** 10.1152/ajpendo.00181.2023

**Published:** 2023-10-04

**Authors:** Jordan L. Levy, Emily T. Mirek, Esther M. Rodriguez, Brian Zalma, Jeffrey Burns, William O. Jonsson, Harini Sampath, Kirk A. Staschke, Ronald C. Wek, Tracy G. Anthony

**Keywords:** activating transcription factor 4 (ATF4), energy expenditure, eukaryotic initiation factor 2 (eIF2), hypothermia, mechanistic target of rapamycin complex 1 (mTORC1)

## Abstract

Nonshivering thermogenesis in rodents requires macronutrients to fuel the generation of heat during hypothermic conditions. In this study, we examined the role of the nutrient sensing kinase, general control nonderepressible 2 (GCN2) in directing adaptive thermogenesis during acute cold exposure in mice. We hypothesized that GCN2 is required for adaptation to acute cold stress via activation of the integrated stress response (ISR) resulting in liver production of FGF21 and increased amino acid transport to support nonshivering thermogenesis. In alignment with our hypothesis, female and male mice lacking GCN2 failed to adequately increase energy expenditure and veered into torpor. Mice administered a small molecule inhibitor of GCN2 were also profoundly intolerant to acute cold stress. *Gcn2* deletion also impeded liver-derived FGF21 but in males only. Within the brown adipose tissue (BAT), acute cold exposure increased ISR activation and its transcriptional execution in males and females. RNA sequencing in BAT identified transcripts that encode actomyosin mechanics and transmembrane transport as requiring GCN2 during cold exposure. These transcripts included class II myosin heavy chain and amino acid transporters, critical for maximal thermogenesis during cold stress. Importantly, *Gcn2* deletion corresponded with higher circulating amino acids and lower intracellular amino acids in the BAT during cold stress. In conclusion, we identify a sex-independent role for GCN2 activation to support adaptive thermogenesis via uptake of amino acids into brown adipose.

**NEW & NOTEWORTHY** This paper details the discovery that GCN2 activation is required in both male and female mice to maintain core body temperature during acute cold exposure. The results point to a novel role for GCN2 in supporting adaptive thermogenesis via amino acid transport and actomyosin mechanics in brown adipose tissue.

## INTRODUCTION

On acute cold exposure, thermal balance is maintained by activating behavioral and physiological responses. These adaptive responses serve to decrease heat loss and increase metabolic heat production to protect against a potentially dangerous drop in core body temperature known as hypothermia (1, 2). Mammals can increase heat generation by the mechanical contraction of skeletal muscle and through nonshivering thermogenic processes, which uncouple mitochondrial cellular respiration from ATP production (3).

The mechanisms that support nonshivering thermogenesis are not fully understood. On cold stimulation, sympathetic release of norepinephrine enhances the levels and activity of uncoupling protein 1 (UCP1) protein in brown adipocytes, resulting in the release of protons across the inner mitochondrial membrane to generate heat (4, 5). Free fatty acids are recognized as primary drivers of proton conductance through UCP1 in brown adipose; however, other mechanisms in brown adipose exist such as altered redox metabolism, futile consumption of ATP, and UCP1-independent proton leak (6). In rodents, UCP1-mediated nonshivering thermogenesis is activated by feeding low protein or sulfur amino acid restricted diets, resulting in leanness (7, 8). These reports have attracted scientific and public attention for their clinical potential as a modifier of body weight in addition to their application for therapeutic hypothermia and defense against secondary hypothermia (9, 10). The fundamental processes underlying adaptive thermogenesis is thus an area of study with practical application to many pathophysiological conditions.

The integrated stress response (ISR) is a cellular adaptation and survival mechanism activated by various environmental stressors. On the sensing of a particular stress condition, one or more ISR protein kinases phosphorylate the alpha subunit of eukaryotic initiation factor 2 (eIF2). This phosphorylation event lowers global protein synthesis while concomitantly favoring the synthesis of proteins, which function to promote adaptive gene expression (11). The ISR is implicated as a regulator of nonshivering thermogenesis in BAT (12, 13) because ISR gene targets such as fibroblast growth factor 21 (FGF21) and solute carrier (SLC) proteins are essential for maintaining core body temperature during acute cold exposure (14, 15). Under various models of amino acid insufficiency, the activation of the eIF2 kinase, general control nonderepressible 2 (GCN2) is required for the early hepatic production of FGF21 (7, 16–20). In addition, loss of GCN2 activity impedes SLC-mediated inward transport of amino acids during nutrient stress (21). Whether or not GCN2 is activated by cold stress in mammals and to what extent GCN2 influences FGF21 and SLC responses during cold remain unknown.

The objective of this study was to determine the role of GCN2 in the maintenance of core body temperature during cold exposure in mice. We hypothesized that GCN2 is required for adaptation to acute cold stress via activation of the ISR, resulting in liver production of FGF21 and increased amino acid transport to support nonshivering thermogenesis. We found that loss of GCN2 activity both genetically and pharmacologically rendered male and female mice severely cold intolerant. Contrary to our hypothesis, the production of FGF21 in liver or brown adipose did not correlate with maximal induction of adaptive thermogenesis. UCP1 and other key genes involved in adaptive thermogenesis in brown adipose were also not differentially responsive by genotype or sex. Instead, actomyosin-mediated tension and SLC-mediated transmembrane transport were the top biological processes negatively impacted by loss of GCN2. Loss of GCN2 impeded cold-induced transcriptional increases in amino acid transporters in BAT which corresponded with higher circulating amino acid concentrations and lower intracellular amino acid concentrations in BAT. These findings suggest a novel role for GCN2 in guiding the use of amino acids for energy and mediating actomyosin mechanics to support thermogenic capacity of brown adipose during cold stress.

## MATERIALS AND METHODS

### Animal Model

The animal procedures and experimental protocols were approved by the Institutional Animal Care and Use Committees at Rutgers, The State University of New Jersey. Adult (12–23 wk old) male and female wildtype (WT) and whole body *Gcn2*^−/−^ mice (GCN2 KO) on the C57Bl/6J genetic background for 10 generations were used. All mice were bred at the Bartlett animal facility on the Rutgers University Cook campus. Before the studies, all mice had free access to food (5001 laboratory rodent diet; LabDiet) and purified water and were maintained on a 12-h light-dark cycle at 23°C with same-sex littermates until experimental group assignment, wherein mice were housed in individual plastic cages with soft bedding. Before cold exposure, animals were individually housed and kept at room temperature (RT; 23°C) for a 5-day acclimation period and subsequently exposed to 4°C (Cold). For drug administrations, GCN2iB (30 mg/kg), or vehicle (05% methylcellulose and 5% DMSO in H_2_O) was administered 1 h before cold exposure (21).

### Group Assignment and Blinding

WT and GCN2 KO animals were randomly assigned to experimental treatment groups. Following group assignments, animals were deidentified using alphanumerical coding.

### Cold Experiments

Following the 5-day single housing acclimation period at room temperature (23°C), WT male and female mice were transferred to individual plastic cages with no bedding located in a refrigerated room held at 4°C starting at Zeitgeiber Time (ZT) 1. The mice were held at 4°C for 8 h and killed at ZT9. The tissues collected at ZT9 were used in all serum and tissue analyses reported throughout the manuscript. One experiment was conducted in male mice only that started at ZT13 and ended at ZT21. Because these male mice were killed at a different time of day, their tissues were not used in subsequent analyses. Animals were provided with free access to food and water over the full duration of the study period.

### Sample Collection and Storage

Male and female mice were killed by decapitation without the use of anesthesia. Unless otherwise specified, all tissue and serum samples were harvested at the end of the cold exposure period. Following dissection, tissue samples were immediately frozen in liquid nitrogen and stored at −80°C. All subsequent biochemical analyses were performed using samples collected during the light cycle (Zeitgeiber Time 09).

### Comprehensive Laboratory Animal Monitoring System

Mice were placed within the Columbus Instruments Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments, Columbus, OH). The system features 12 cages placed within an enclosed environment-controlled cabinet. Each cage provides real-time monitoring of horizontal and vertical activity, wheel activity, feeding and drinking, oxygen consumption, and CO_2_ production every 13 min. These measurements were recorded over a 3-day period. In the first 48 h, the animals were kept at room temperature, followed by a period in which the temperature of the environment-controlled cabinet descended to 4°C (∼2 h) and then held at 4°C for the remaining duration of the study. CLAMS data were placed into the CalR application (22) where the data were compiled into hourly measurements for further analyses.

### Core Body Temperature

Core body temperatures were assessed using a handheld probe (Kent Scientific) to record rectal temperatures over time.

### Tissue Glycogen

To measure glycogen levels, deionized water was added to 10–15 mg of frozen, powdered gastrocnemius and plantaris or liver tissue at a 1:20 ratio and quickly homogenized on ice using plastic pestles in standard 1.5-mL microcentrifuge tubes. Samples were then clarified by centrifugation at 18,000 *g* for 10 min at 4°C. The supernatant was collected, and glycogen levels were measured by a Glycogen Assay Kit (Abcam, ab65620) according to the manufacturer’s instructions.

### Serum Nonesterified Fatty Acids

Serum free fatty acid levels were measured using a colorimetric kit (Abcam, ab65341) according to the manufacturer’s instructions.

### Serum Triglycerides

Serum triglyceride content was measured immediately following decapitation with a handheld meter and test strips (Polymer Technology Systems; CardioChek).

### Real-Time RT-qPCR

Total RNA was isolated using the Direct-zol RNA MiniPrep Plus Kit (Zymo Research) following instructions provided by the manufacturer. The quality of the isolated RNA was measured by determining the A260/280 and A260/230 ratios using a Nanodrop fluorospectrometer (Thermo Fisher Scientific). Integrity of the isolated RNA was further assessed by visualization of the rRNA on agarose gels. Reverse transcription was performed with 1 μg of each RNA sample using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, Cat. No. 4368814) according to the manufacturer’s instructions. The resulting cDNA was used for quantitative analysis of gene expression with a SYBR green system using a StepOne real-time PCR system (Applied Biosystems). Primer sequences are listed in Supplemental Table S1 and each were previously reported or generated using the NCBI Primer-Blast tool. All primers were verified by testing primer efficiency and specificity using the standard curve method and melt curve analysis, respectively. Levels of gene transcripts in samples were measured in technical duplicates or triplicates within 96-well plates and normalized to β-actin. Comparisons were made using the 2^−ΔΔCt^ method and then expressed as fold-change relative to the WT mice at room temperature.

### RNA Sequencing

Isolated RNA was quantified using a Qubit 2.0 Fluorometer (ThermoFisher Scientific), and RNA integrity was verified using the TapeStation System (Agilent Technologies). RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s instructions. Briefly, mRNAs were initially enriched with Oligo d(T) beads. Enriched mRNAs were fragmented for 15 min at 94°C. First-strand and second-strand cDNAs were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3' ends and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing libraries were validated with the TapeStation System (Agilent Technologies) and quantified by using Qubit 2.0 Fluorometer (ThermoFisher Scientific). Further validation of the libraries was carried out by quantitative PCR (KAPA Biosystems) of selected genes.

The sequencing libraries were multiplexed and clustered onto a flowcell. After clustering, the flowcell was loaded onto the Illumina HiSeq instrument according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 base pair Paired-End configuration. Image analysis and base calling were conducted by the HiSeq Control Software. Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and demultiplexed using Illumina bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification. After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Mus musculus* reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. BAM files were generated by this step. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2 (23), a comparison of gene expression between the groups of samples was performed. The Wald test (24) was used to generate *P* values and Log2 fold-changes. Genes with adjusted *P* values < 0.05 and absolute (log2 fold-changes) >1 were deemed as differentially expressed between treatment groups. Gene ontology analyses were performed on the differentially expressed set of genes using The Reactome Knowledgebase (25), Gene Ontology (GO): Biological Process tool (26) and Categorizer (27).

### SDS-PAGE and Immunoblotting

Protein lysates were prepared from frozen tissue pulverized using a mortar and pestle under liquid nitrogen. Approximately 20 mg of pulverized frozen tissue was suspending in ice cold RIPA lysis solution consisting of 25 mM HEPES, 2 mM EDTA, 10 mM DTT, 50 mM sodium fluoride, 50 mM β-glycerophosphate pentahydrate, 3 mM benzamidine, 1 mM sodium orthovanadate, 0.5% (wt/vol) sodium DOC, 1% (wt/vol) SDS, 1× protease inhibitor cocktail (P8340, Millipore-Sigma), and 5 nM microcystin (33893, Millipore-Sigma). The homogenized lysates were subjected to centrifugation for clarification at 10,000 *g* for 10 min at 4°C. Equal amounts of total protein were mixed 1:1 (vol:vol) with a 2 × sample buffer solution [20% (vol/vol) glycerol, 60 mM Tris (pH 6.8), 2% (wt/vol) SDS, 0.01% (wt/vol) bromophenol blue, and 5% (vol/vol) β-mercaptoethanol], after which samples were heated at 95°C for 4 min and then stored at −80°C until further use. Gel electrophoresis was performed by separating equal amounts of protein (as determined using Pierce BCA Protein Assay, 23227, Thermo Fisher Scientific) by electrophoresis in SDS-polyacrylamide gels and separated proteins were then electrotransferred onto PVDF membranes. Protein-bound membranes were blocked for 1 h at room temperature before incubation with primary antibodies overnight. Immunoreactive bands were visualized by first incubating the membranes for 1 h at room temperature with appropriate secondary antibodies (Supplemental Table S2), followed by briefly incubating the membranes with enhanced chemiluminescence (ECL) solution (RPN2235, Cytvia Amersham ECL Select Western Blotting Detection Agent, Cytvia, Marlborough, MA) to image the targeted proteins (FluorChem M, ProteinSimple, San Jose, CA). All antibodies used were available commercially and validated by the respective manufacturer. Densitometry was performed using ImageJ (Fiji, v. 1.0).34. Values were normalized to either total protein using Ponceau staining or to the total of the respective proteins phosphorylated and unphosphorylated species and expressed as fold-change compared with the WT animals kept at 23°C for each respective sex.

### Serum FGF21

Serum concentrations of FGF21 were measured using a commercially available sandwich enzyme-linked immunosorbent assay (ELISA; RD291108200R; BioVendor LLC). The ELISA assay was performed according to the manufacturer’s instructions as previously reported (18).

### Serum and Intracellular Amino Acid Concentrations

Serum and intracellular tissue amino acid concentrations were analyzed using high performance liquid chromatography (HPLC), as previously described (28). Serum and intracellular proteins were precipitated and removed by adding serum or tissue to 0.1% formic acid in methanol at a 1:3 ratio and vortexed. Tissue samples were centrifuged at 10,000 *g* for 10 min at 4°C, and the supernatant was collected. Serum and tissue samples were filtered using Captiva nondrip lipid filtration tubes (Agilent Cat. No. A5400635). The recovered eluate in the amount of 20 μL was spiked with 5 μL of internal standard (equimolar mix of sarcosine and norvaline, 0.1 mM each) and analyzed using reversed-phase HPLC (Agilent 1200 HPLC instrument) according to the manufacturer’s protocol (Agilent Publication; Cat. No. 5990-4547EN). Briefly, the separation of each amino acid was carried out using a gradient mix of mobile phase A (10 mM Na_2_HPO_4_, 10 mM Na_2_B_4_O_7_, 5 mM NaN_3_, pH 8.2) and mobile phase B (acetonitrile/methanol/water = 45/45/10) on ZORBAX Eclipse Plus C18 column at the speed of 0.42 mL/min. To allow for amino acid detection by fluorescence, derivatization was done automatically using an autosampler according to the manufacturer’s protocol, which consisted of two consequent steps: *1*) conjugation to o-phthalaldehyde and *2*) conjugation to fluorenylmethyloxycarbonyl chloride. Standard curves for each amino acid were retrieved from analyzing a set of equimolar standard mixtures. A total of 10 standard mixtures were used ranging from 2.25 to 900 μM of each amino acid. Analysis of chromatograms was performed using Agilent OpenLAB software. Tissue and serum amino acid concentrations are listed in Supplemental Tables S3–S6.

### Statistical Analysis

Analyses and visualization were performed using R version 4.2.2 (29) and RStudio. The following packages were used: tidyverse, ggpubr, DescTools. A Wilkes Shapiro test was used to check data for normality. Data that did not follow a normal distribution were normalized using a log10 transformation. Data were analyzed using either a GLM, Student’s *t* test or a two-way ANOVA followed by a post hoc analysis using a Tukey’s HSD correction for multiple comparisons. Comparisons among groups with different sample sizes were conducted using the Kruskal–Wallis nonparametric test. Power analysis was conducted to inform on effect size using the G*Power 3.1.9.7 application (30).

## RESULTS

### Loss of GCN2 Impedes the Thermogenic Response to Acute Cold Exposure

To assess the role of GCN2 in maintaining core body temperature during acute cold exposure, we placed freely fed room temperature (RT)-reared male and female WT and GCN2 KO mice at 4°C (Cold) beginning at the start of their light cycle and recorded rectal temperatures hourly for 8 h (Fig. 1*A*). No differences in initial body weight or final tissue weights according to genotype were noted at the end of the study (Supplemental Fig. S1, *A*–*D*). Following 6 h of cold exposure, all GCN2 KO mice displayed lower core body temperatures as compared with WT mice (Fig. 1*B*, Supplemental Fig. S2, *A* and *B*). A linear regression analysis revealed that, based on the slope of the line of best fit, the core body temperature of GCN2 KO mice decreased at approximately twice the rate of WT mice (Fig. 1*C*). In conjunction with these findings, a rise in hourly energy expenditure (EE; Fig. 1*D*), regardless of biological sex (Supplemental Fig. S2, *C* and *D*), and a rise in the respiratory exchange ratio (RER; Fig. 1*E*), also independent of biological sex (Supplemental Fig. S2, *E* and *F*), were both stalled in GCN2 KO as compared with WT mice during cold exposure. Physical activity and food intake were similar between the genotypes in both male and female mice (Supplemental Fig. S2, *G*–*J*).

**Figure 1.**
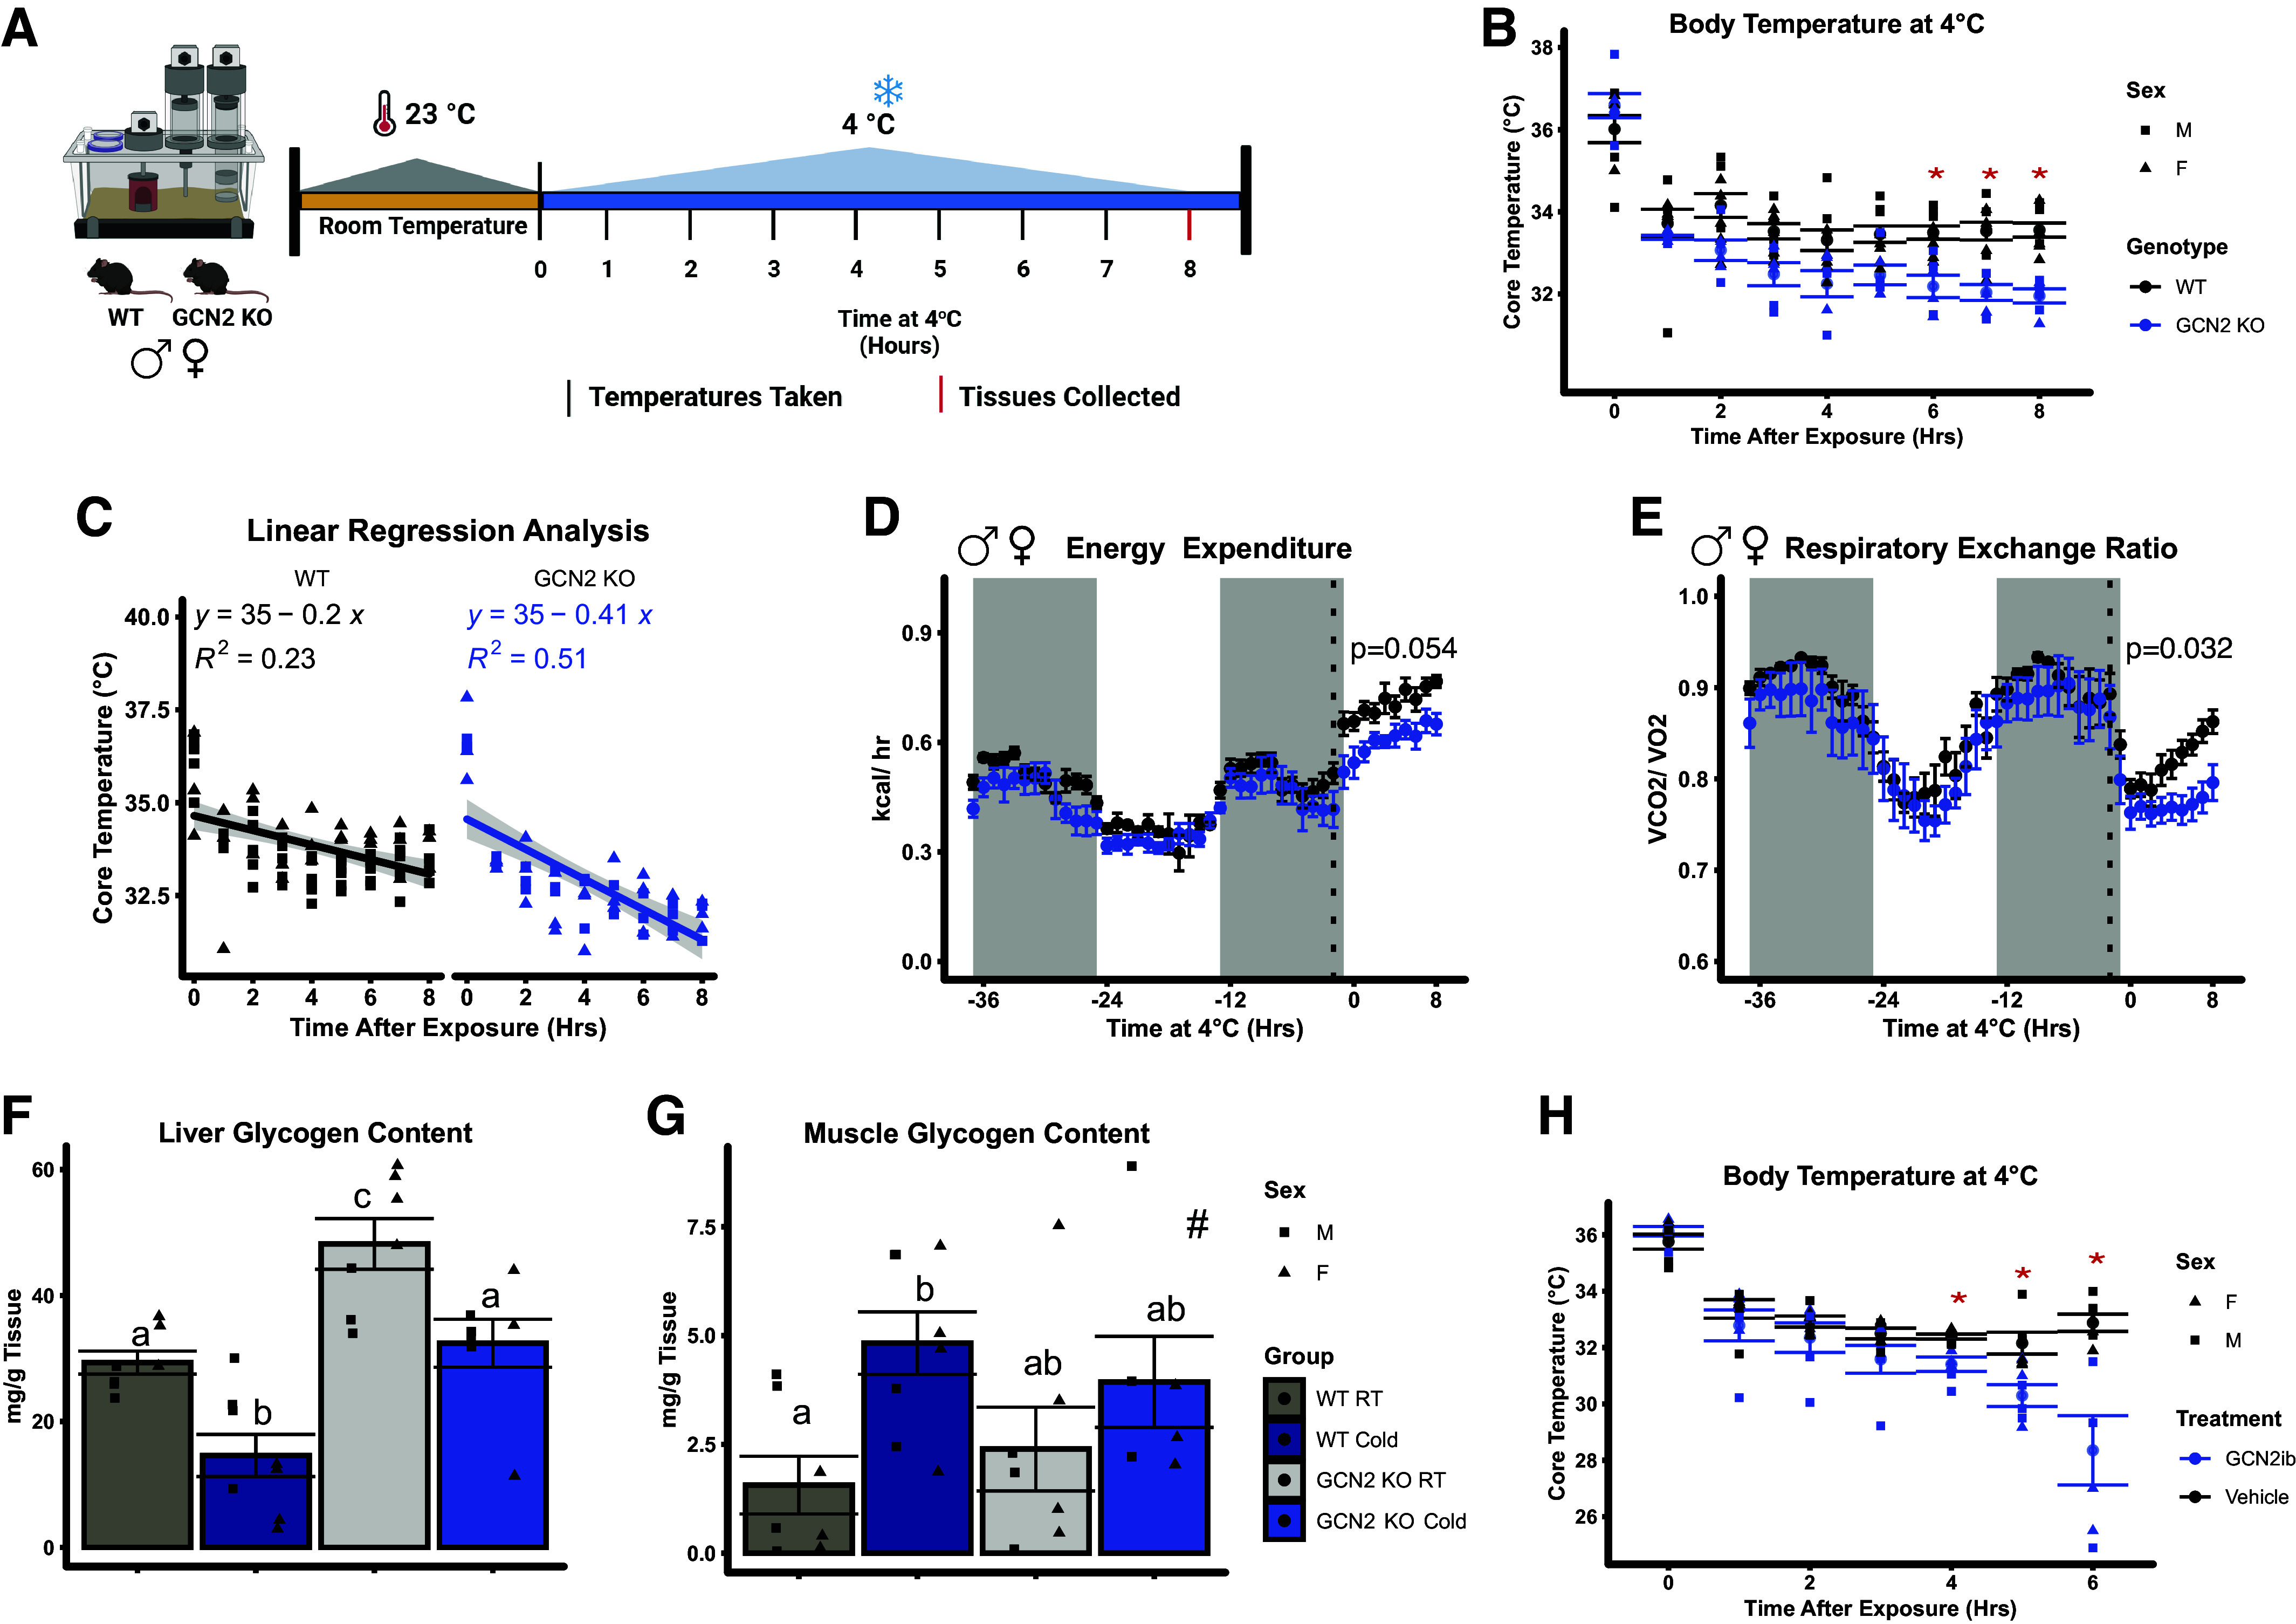
Loss of GCN2 impedes the thermogenic response to acute cold exposure. *A:* visual representation of the experimental design. *B:* hourly rectal temperatures of male and female wild type (WT) and *Gcn2* knockout (GCN2 KO) mice housed at 4°C for 8 h during the light cycle. *C*: linear regression analysis of the core body temperature of WT and GCN2 KO mice over the 8 h cold exposure period. Whole body energy expenditure (*D*) and respiratory exchange ratio (*E*) of male and female WT and GCN2 KO mice. The dotted vertical line represents the time at which the temperature in the CLAMS began to descend to 4°C. The gray backdrop represents the time at which the lights were off in the CLAMS. *P* values represent the results of our statistical analyses performed during the acute exposure period. Liver (*F*) and skeletal muscle (*G*) glycogen content of mice held at 23°C room temperature (RT) or following 8 h exposure to 4°C (Cold) during the light cycle. *H*: hourly rectal temperatures of GCN2iB (30 mg/kg) or vehicle treated male and female WT mice housed at 4°C for 6 h during the light cycle. Rectal temperature measurements are shown as individual data points ± SE for each respective group and timepoint. CLAMS data are expressed as means ± SE. Bar chart values are presented as means ± SE with individual data points overlaid. The shape of the individual datapoints in *B*, *C*, and *F*–*H* denotes the sex of the mice. CLAMS data in *D* were analyzed using a General Linear Model in CalR. All other data were analyzed using a two-factor ANOVA followed by a Tukey’s post hoc test. #Main effect of temperature, *P* < 0.05. *Main effect of genotype, *P* < 0.05. Groups not sharing a common letter are different and indicate a statistical interaction. *n* = 6–8 male and female mice per group. Panel *A* was created with BioRender.

To determine if the lower RER in GCN2 KO mice during cold was due to differences in glucose utilization, we measured glycogen content in liver and skeletal muscle. Both genotypes showed significant reductions in liver glycogen following cold exposure, although the liver glycogen content of GCN2 KO mice was significantly higher than WT mice in both RT and cold conditions (Fig. 1*F*). In contrast to the liver, skeletal muscle glycogen content was increased as compared with RT independent of genotype (Fig. 1*G*). Literature reports postulate that higher muscle glycogen content following cold stress is due to increased glucose uptake into skeletal muscle independent of insulin action (31, 32). To examine if the lower RER in GCN2 KO during cold was due to altered lipid utilization, we measured triglycerides and nonesterified fatty acids in serum. GCN2 deletion did not impact serum triglyceride concentrations (Supplemental Fig. S2*K*) or serum nonesterified fatty acid levels (Supplemental Fig. S2*L*) in cold-stressed mice. We interpret these measurements to suggest that altered utilization of glycogen may contribute to but do not fully explain the stalled RER in cold-stressed GCN2 KO mice.

To address the contribution of feeding status to the observed cold intolerance in GCN2 KO mice, we then exposed male WT and GCN2 KO mice to 4°C beginning at the start of their dark cycle. During cold exposure, both genotypes reduced their overall food intake (Supplemental Fig. S2*M*) and ambulatory activity (Supplemental Fig. S2*N*). Similar to the previous cold stress experiments, GCN2 KO mice displayed significantly lower energy expenditure (Supplemental Fig. S2*O*) and slightly reduced RER (Supplemental Fig. S2*P*) as compared with WT mice. Notably, GCN2 KO mice entered a torpor-like state at 6 h, causing the experiment to end early.

To further confirm whether GCN2 kinase activity is required for adaptive thermogenesis, WT mice were treated with GCN2iB, a specific ATP competitive inhibitor of GCN2 kinase activity (33), or vehicle at the start of the light cycle and then subjected to cold (4°C) challenge. Similar to GCN2 KO, pharmacological inhibition of GCN2 rendered both female and male mice cold intolerant, with core body temperatures significantly declining by 4 h and becoming severely hypothermic after 6 h, requiring early termination of the experiment (Fig. 1*H*). Immunoblot analysis showed that GCN2iB inhibited GCN2 phosphorylation in liver (Supplemental Fig. S3*A*) and BAT (Supplemental Fig. S3*B*). These experiments confirm that GCN2 activity is required for acute cold tolerance.

### GCN2 Is Required for Cold-Induced Hepatic FGF21 Secretion in Male Mice Only

GCN2 is necessary for hepatic FGF21 secretion during acute dietary forms of amino acid insufficiency, and liver-derived FGF21 is required for thermogenesis in mice subjected to acute cold stress (14, 16, 34). Based on these literature reports, we hypothesized that GCN2 is necessary for activation of the ISR and FGF21 production during acute cold exposure. In WT male mice, phosphorylation of GCN2 but not eIF2α increased in liver following 8 h of cold (Fig. 2*A*). GCN2 was required for increased mRNA levels of the ISR core effector, activating transcription factor 4 (*Atf4*; Fig. 2*B*) and the ATF4 target gene, *Atf5* (Supplemental Fig. S3*C*), during cold exposure whereas other ISR target genes, *Gadd34* and *Ddit3*, were unchanged (Supplemental Fig. S3, *D* and *E*). In addition, GCN2 was required for cold-induced increases in hepatic *Fgf21* mRNA levels (Fig. 2*C*) and serum FGF21 concentrations (Fig. 2*D*) in males. In comparison, WT females following 8 h of cold exposure displayed no change in the phosphorylation of hepatic GCN2 or eIF2α but mice lacking *Gcn2* showed loss of eIF2α phosphorylation with cold (Fig. 2*E*). GCN2-dependent changes in hepatic *Atf4* (Fig. 2*F*) and *Atf5* (Supplemental Fig. S3*C*) but not *Gadd34* and *Ddit3* were noted in females during cold (Supplemental Fig. S3, *D* and *E*). Cold-stimulated hepatic *Fgf21* mRNA levels (Fig. 2*G*) and serum FGF21 concentrations (Fig. 2*H*) were GCN2 independent in females. Neither males nor females showed PERK activation in liver during cold stress (Supplementary Fig. S3*F*). These data demonstrate a sex-specific role for GCN2 in mediating hepatic FGF21 production under hypothermic conditions.

**Figure 2.**
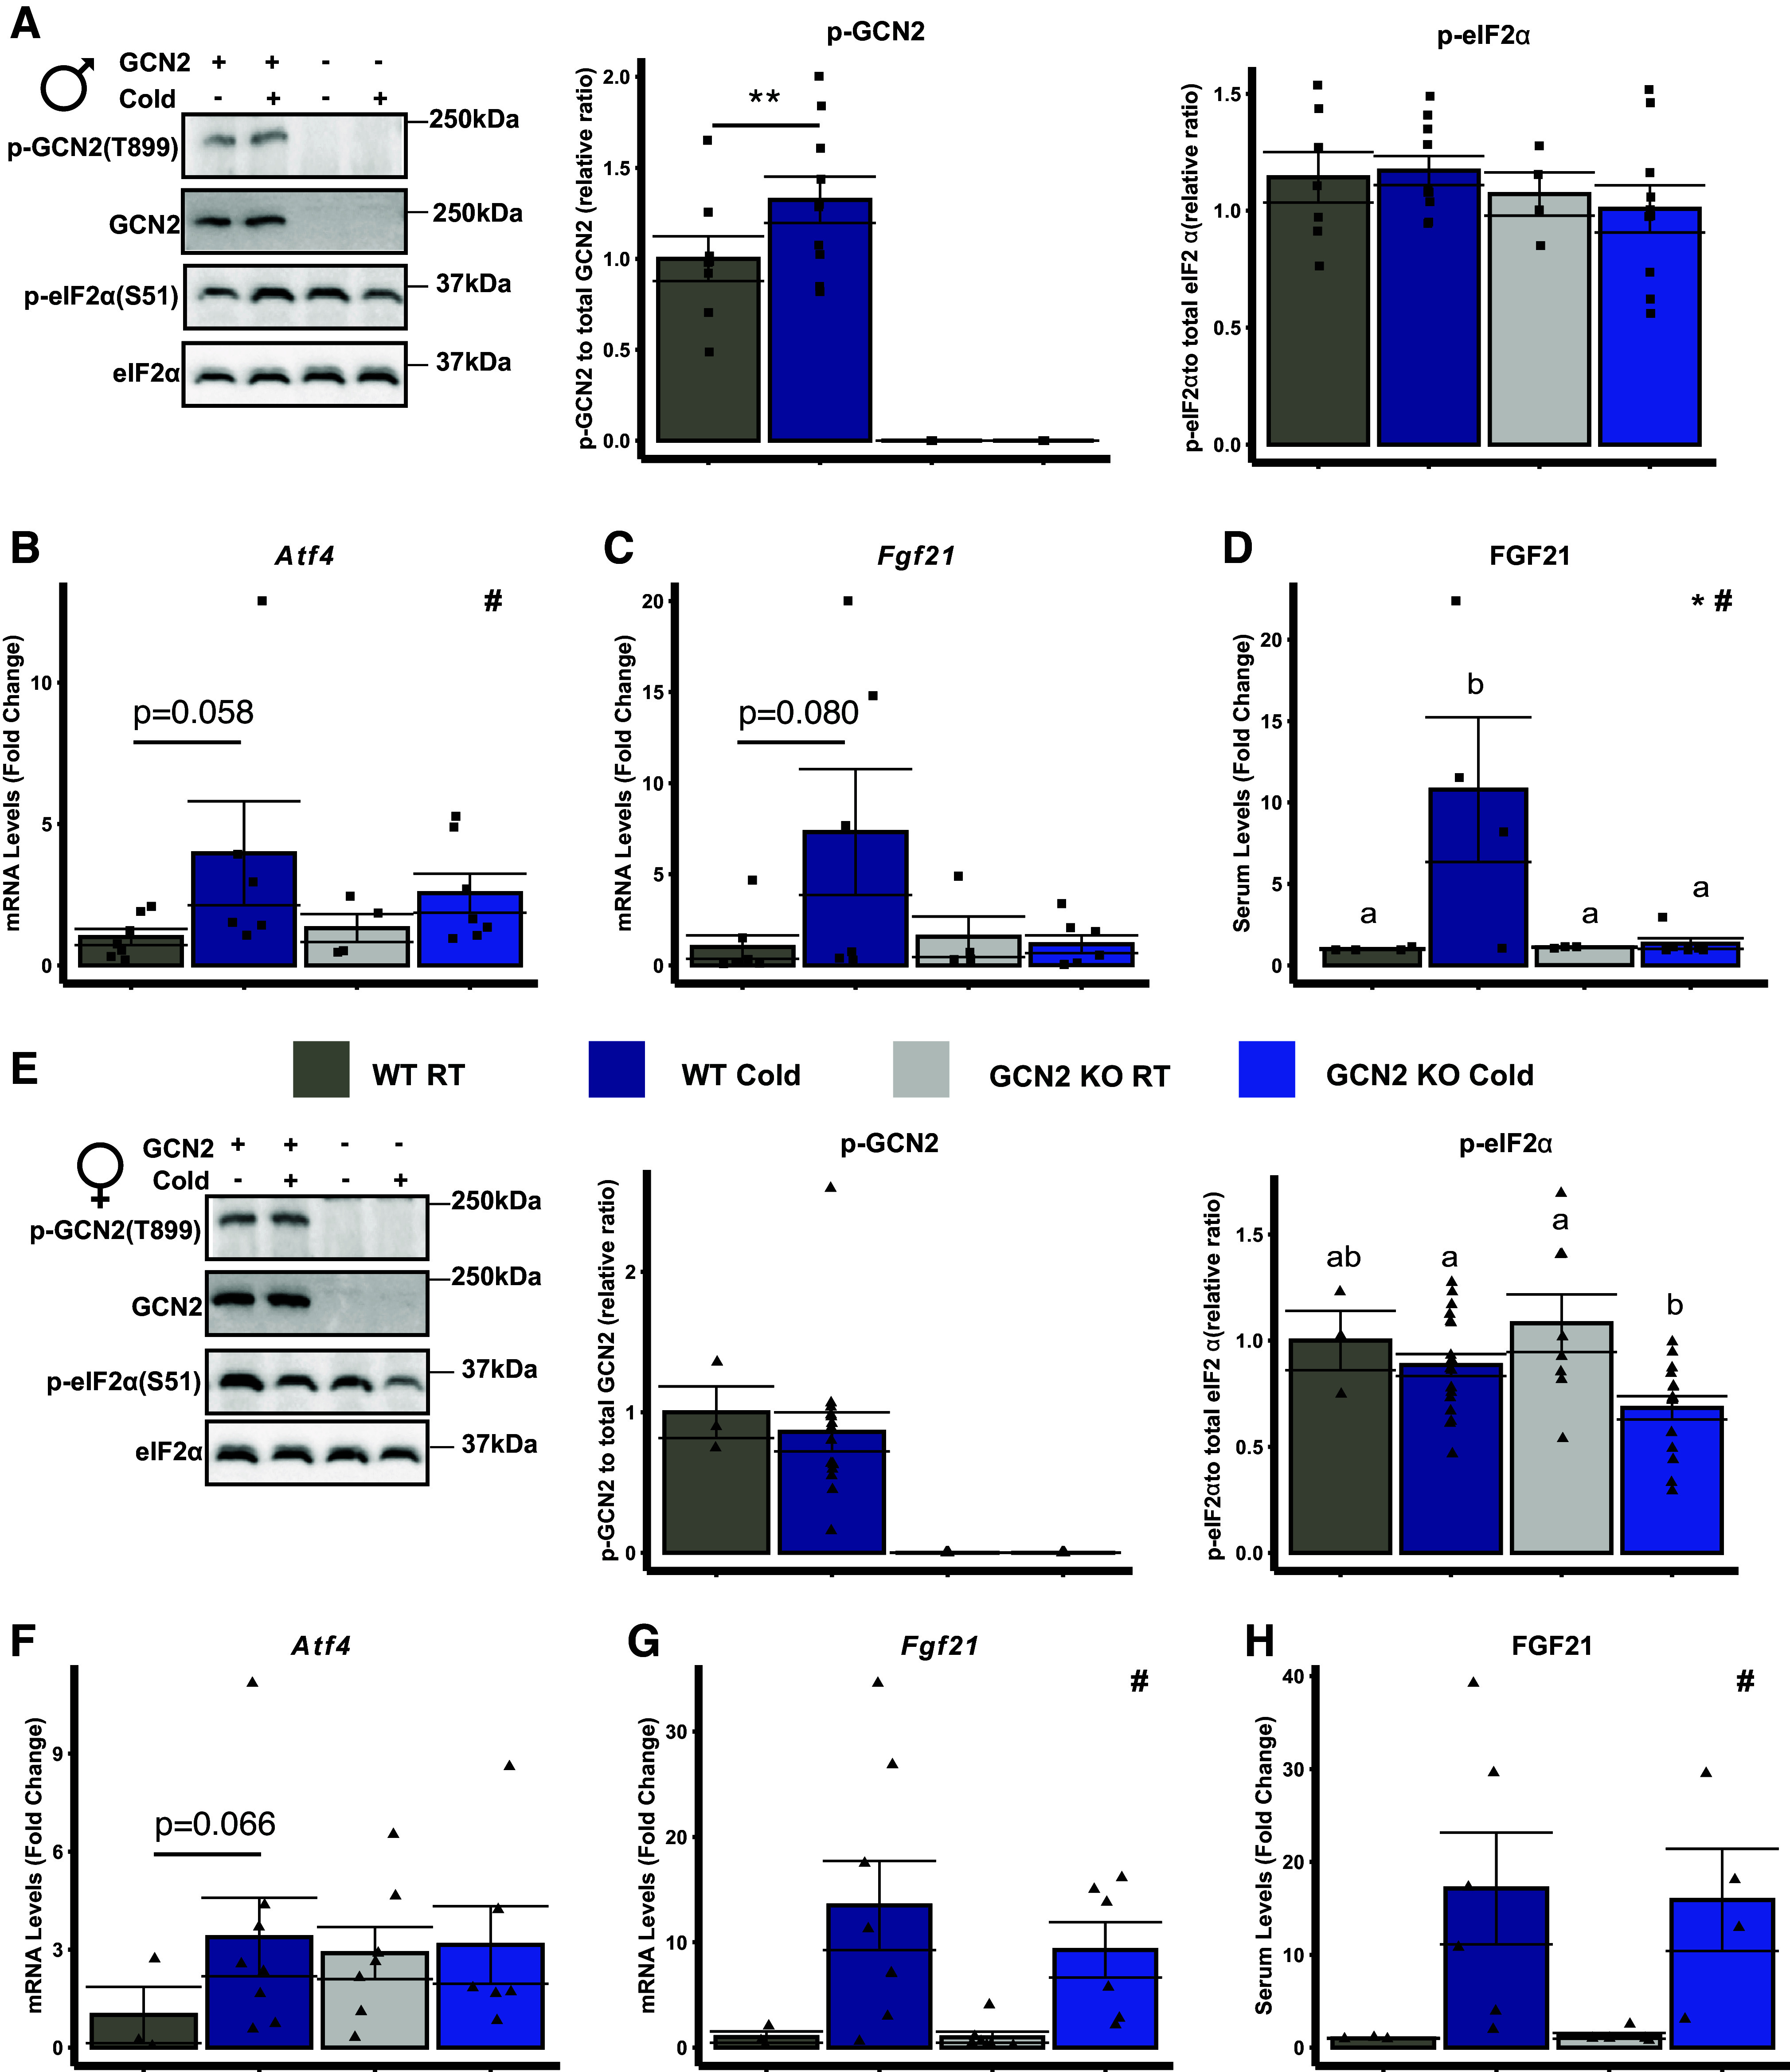
GCN2 is required for cold-induced hepatic FGF21 secretion in male mice only. *A:* representative immunoblots and ratios of hepatic phosphorylated GCN2 and eIF2α relative to their respective total protein in male wild type (WT) and *Gcn2* knockout (GCN2 KO) mice held at 23°C room temperature (RT) or following 8 h exposure to 4°C (Cold) during the light cycle. + and – signify the presence or absence of GCN2 or Cold. Hepatic mRNA concentrations of *Atf4* (*B*) and *Fgf21* (*C*) in male mice at the end of the experiment. *D*: normalized serum FGF21 levels in male mice at the end of the experiment. *E*: representative immunoblots and ratios of hepatic phosphorylated GCN2 and eIF2α to their respective total protein in female WT and GCN2 KO mice held at RT or following 8 h of Cold during the light cycle. + and – signify the presence of absence of GCN2 or Cold. Hepatic mRNA concentrations of *Atf4* (*F*) and *Fgf21* (*G*) in female mice at the end of the experiment. *H*: normalized serum FGF21 levels in female mice at the end of the experiment. All values are expressed relative to the WT RT group. Serum FGF21 values ranged from 18 to 1,500 pg/mL. GCN2 phosphorylation was analyzed by Student’s *t* test, **P < 0.05. Data were analyzed by two-factor ANOVA or Kruskal–Wallis test followed by a Tukey’s post hoc test. *Main effect of genotype, *P* < 0.05; #main effect of temperature, *P* < 0.05. Groups not sharing a common letter indicate a statistically significant interaction, *P* < 0.05. Bar chart values are presented as means ± SE with individual data points overlaid. *n* = 3–8 mice per group.

### ISR Activation Does Not Directly Regulate Uncoupling-Mediated Thermogenesis in Brown Adipose Tissue during Acute Cold Exposure

A few reports suggest that cold exposure may execute an ISR transcriptional program in BAT (12, 36). To build on this, we examined ISR activation in BAT following cold stress. We observed that in both females and males, PERK phosphorylation did not change according to temperature or genotype (Supplementary Fig. S3*G*). In male mice, cold exposure increased GCN2 and eIF2α phosphorylation (Fig. 3*A*). Interestingly, GCN2-dependent ISR activation in the BAT of cold-stressed males coexisted with GCN2-independent increases in *Atf4* and *Fgf21* (Fig. 3*B*). Furthermore, thermogenic genes associated with FGF21 including *Ucp1*, *Pgc1a*, *Dusp4*, and *Dio2* (Fig. 3*B*) as well as hormone sensitive lipase phosphorylation and UCP1 protein levels (Supplemental Fig. S3*H*) were increased in BAT by cold regardless of GCN2 status. In the BAT of cold-stressed female mice, eIF2α phosphorylation increased in both WT and GCN2 KO mice (Fig. 3*C*). Increased mRNA levels of *Atf4* and *Fgf21* were also noted in the BAT of WT and GCN2 KO female mice exposed to cold (Fig. 3*D*). Similar to males, acute cold exposure increased mRNA abundance of thermogenic genes (Fig. 3*D*) and hormone sensitive lipase activation and UCP1 protein levels (Supplemental Fig. S3*H*) in BAT of females regardless of GCN2 status. These data lead us to conclude that ISR activation does not directly regulate nonshivering thermogenesis in BAT during acute cold exposure.

**Figure 3.**
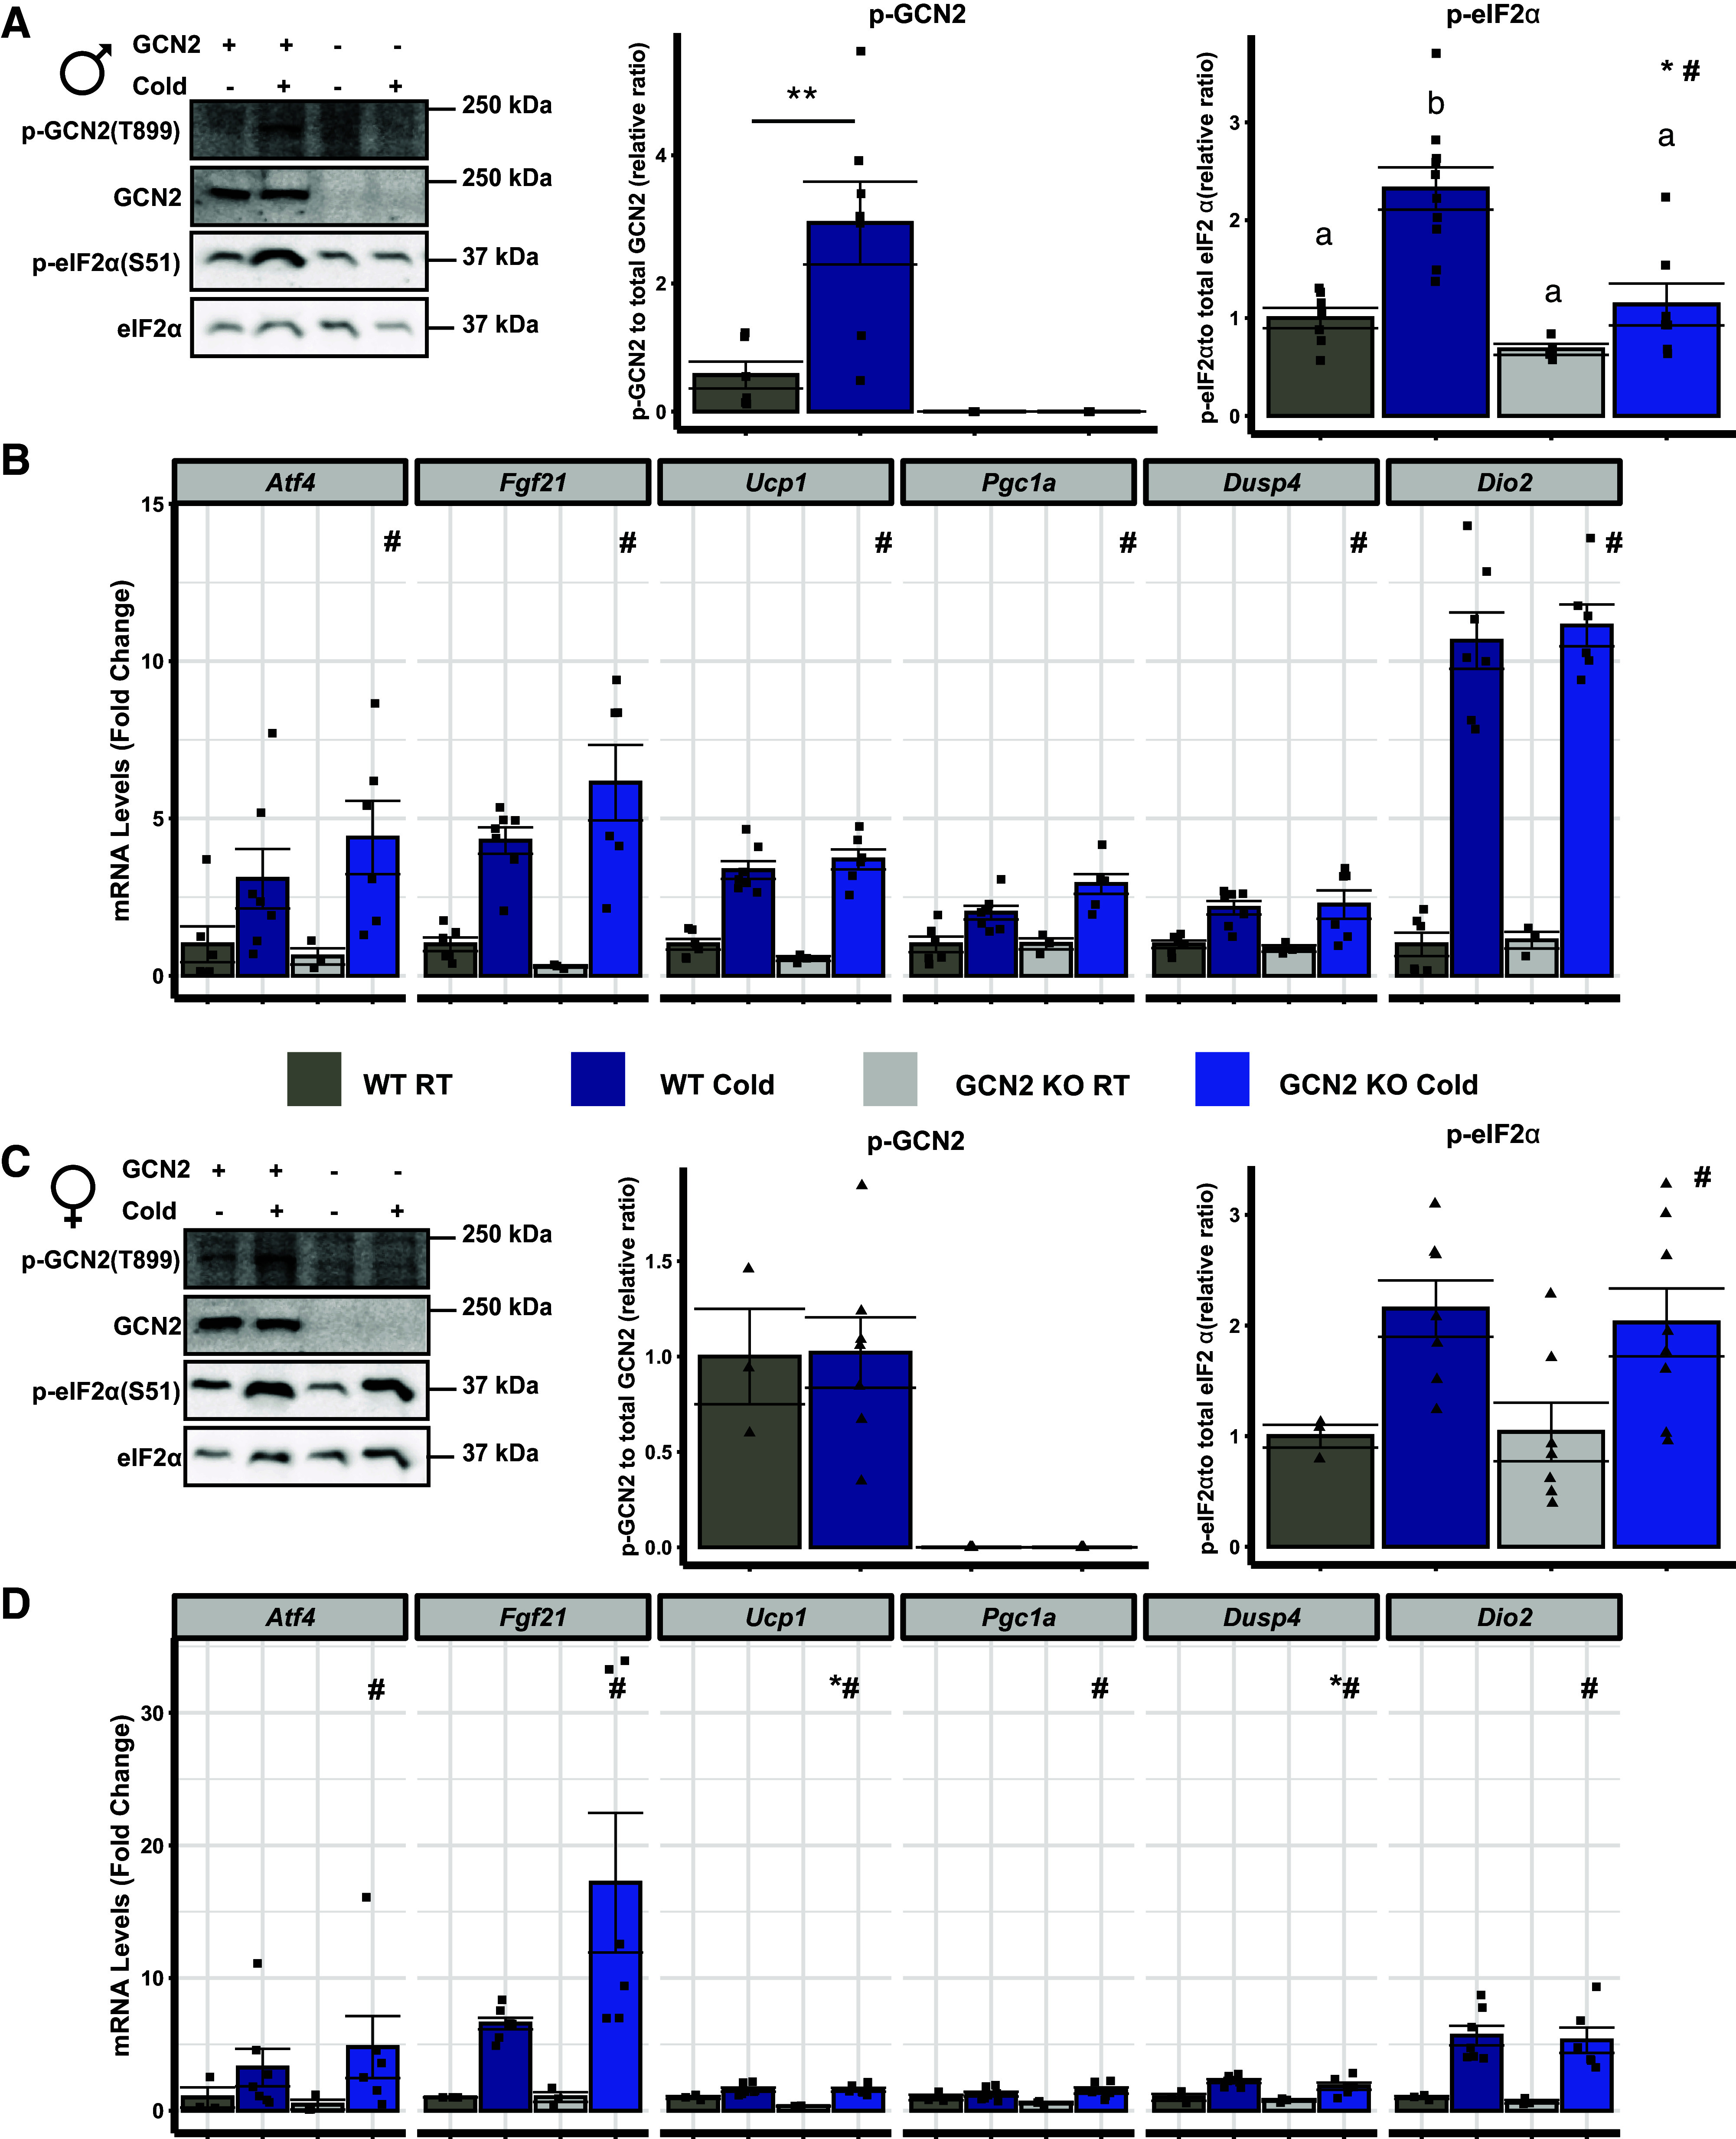
ISR activation does not directly regulate nonshivering thermogenesis in brown adipose tissue during acute cold exposure. *A:* representative immunoblots and relative ratios of phosphorylated GCN2 and eIF2α to their respective total protein in brown adipose tissue (BAT) from male wild type (WT) and *Gcn2* knockout (GCN2 KO) mice held at 23°C room temperature (RT) or following 8 h exposure to 4°C (Cold) during their light cycle. + and – signify the presence of absence of GCN2 or Cold. *B*: relative mRNA levels of *Atf4*, *Fgf21*, *Ucp1*, *Ppargc1a*, *Dusp4*, and *Dio2* in the BAT of male mice. *C*: representative immunoblots and ratios of phosphorylated GCN2 and eIF2α relative to their respective total protein in BAT samples of female WT and GCN2 KO mice held at RT or following Cold during their light cycle. + and – signify the presence of absence of GCN2 or Cold. *D*: BAT mRNA concentrations of *Atf4*, *Fgf21*, *Ucp1*, *Ppargc1a*, *Dusp4*, and *Dio2* in female mice. All values are expressed relative to WT RT. GCN2 phosphorylation was analyzed by Student’s *t* test, **P < 0.05. All other data were analyzed by two-factor ANOVA or Kruskal–Wallis test followed by a Tukey’s post hoc test. *Main effect of genotype, *P* < 0.05; #main effect of temperature, *P* < 0.05. Groups not sharing a common letter indicate a statistically significant interaction, *P* < 0.05. Bar chart values are presented as means ± SE with individual data points overlaid. *n* = 3–8 mice per group.

### GCN2 Is Required for Upregulation of SLC Transporters and Myosin Heavy Chain Genes in BAT during Acute Cold Exposure

To more fully explore the BAT transcriptome during acute cold stress and determine which biological pathways were altered, we conducted RNA sequencing and then compared transcript abundance in WT male and female mice following 8 h of cold exposure to their RT counterparts (23) (Fig. 4*A*). 

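Brown adipose tissue RNA was sequenced from 9 mice, 3 in each of 3 groups. WT Cold and GCN2 KO Cold mice were held at 4 °C for 8 h, and WT RT mice at 23 °C. For each of the 3 comparisons between groups, the authors deposited a table with the read count of each gene in 6 libraries divided by a size factor per library, together with their fold changes and p-values. All values of a library were whole multiples of a single step, so the reads behind them were recovered exactly (100% of values). The libraries held between 28774112 and 28945193 reads on the listed genes in WT Cold, between 27056681 and 28764382 in GCN2 KO Cold, and between 30455677 and 30766437 in WT RT. In each of the 3 tables, the least covered gene listed had 61 reads over its 6 libraries, and the paper's text names no filter on low genes. The columns carry no mouse numbers, and libraries are called A, B and C within a group in the order of the authors' library codes. The codes of the WT RT libraries have another prefix than those of both cold groups, so a difference in preparation between these sets and the effect of cold cannot be told apart. Within each table, groups were compared with limma on log2(normalized count + 1) with Benjamini-Hochberg adjustment, and fold changes are on that scale, which understates the change of low genes. The threshold was the paper's, an adjusted p under 0.05 and an absolute log2 fold change over 1. In WT Cold against WT RT, 1357 of 16679 genes passed it, 498 higher and 859 lower. The largest rises among genes with a mean normalized count of at least 50 were in Gm11714 (log2 fold change 4.70), Cyp2b10 (4.50) and Acot5 (4.40). The largest falls were in Phf11a (log2 fold change -5.00), Ms4a4c (-4.88) and Ly6c2 (-4.53). The targeted gene Eif2ak4, which encodes GCN2 and lies on chromosome 2 of GRCm38 from 118388618 to 118475234, had 234.6 ± 37.1 normalized counts (SD, n = 3) in WT Cold and 351.8 ± 39.2 (SD, n = 3) in WT RT. Bonferroni adjustment, which changed the count by the largest ratio, left 124 genes, 62 higher and 62 lower, and without a fold change threshold there were 4624. The labels used here give no sex, and the comparison was not adjusted for it.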

Differentially expressed upregulated genes were analyzed using The Reactome Knowledgebase (25). Although many of the output terms were involved in lipid metabolism, the upregulated pathway with the lowest *P*-adjusted value (*q*) and the highest number of genes was “SLC-Mediated Transmembrane Transport” (Fig. 4*B*). 

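No pathway table was used here, so the SLC family was read from gene symbols that begin with Slc or Slco and a digit. Of the 294 family members tested, 20 were among the 498 genes higher in WT Cold than in WT RT, or 6.8%, against 2.92% of all other genes. The odds ratio was 2.43 (Fisher's exact test, one-sided, p = 0.000558). Among genes lower in WT Cold, the family was not enriched (odds ratio 0.92, Fisher's exact test, one-sided, p = 0.657). The enrichment was smallest without a fold change threshold, with an odds ratio of 1.44 (Fisher's exact test, one-sided, p = 0.0124). All 21 genes drawn in Fig. 4F were higher in WT Cold, with log2 fold changes from 0.83 to 3.18 and a median of 1.28, and 16 of them passed both thresholds. With the adjustment made over the 21 genes alone, 20 had an adjusted p under 0.05 from limma, but the paper drew these genes from a pathway upregulated in the same data, so neither their direction nor this count is an independent test.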

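Slc38a2, which lies on chromosome 15 of GRCm38 from 96687392 to 96699730, had 4455 ± 366 normalized counts (SD, n = 3) in WT Cold and 2043 ± 84.2 (SD, n = 3) in WT RT. Its log2 fold change was 1.12 (standard error 0.08, adjusted p = 0.000218 from limma). Slc1a1, on chromosome 19 from 28835049 to 28913960, had 241.5 ± 54.9 normalized counts (SD, n = 3) in WT Cold and 110.6 ± 23.9 (SD, n = 3) in WT RT, a log2 fold change of 1.12 (standard error 0.23, adjusted p = 0.0102 from limma). Slc7a5, on chromosome 8 from 121881150 to 121907694, rose from 107.2 ± 32.6 (SD, n = 3) to 186.9 ± 32.4 normalized counts (SD, n = 3), a log2 fold change of 0.83 (standard error 0.27) whose adjusted p of 0.0535 from limma lay above the threshold. With DESeq2 on the recovered reads, the adjusted p of Slc7a5 was 0.021. In all 3 genes, each WT Cold library was higher than each WT RT library, and chance gives a full separation, in either direction, for 10% of genes with 3 libraries against 3.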

Many of the genes in this category were ATF4 target genes that function in transmembrane amino acid transport, including *Slc1a1*, *Slc38a2*, and *Slc7a5*.

**Figure 4.**
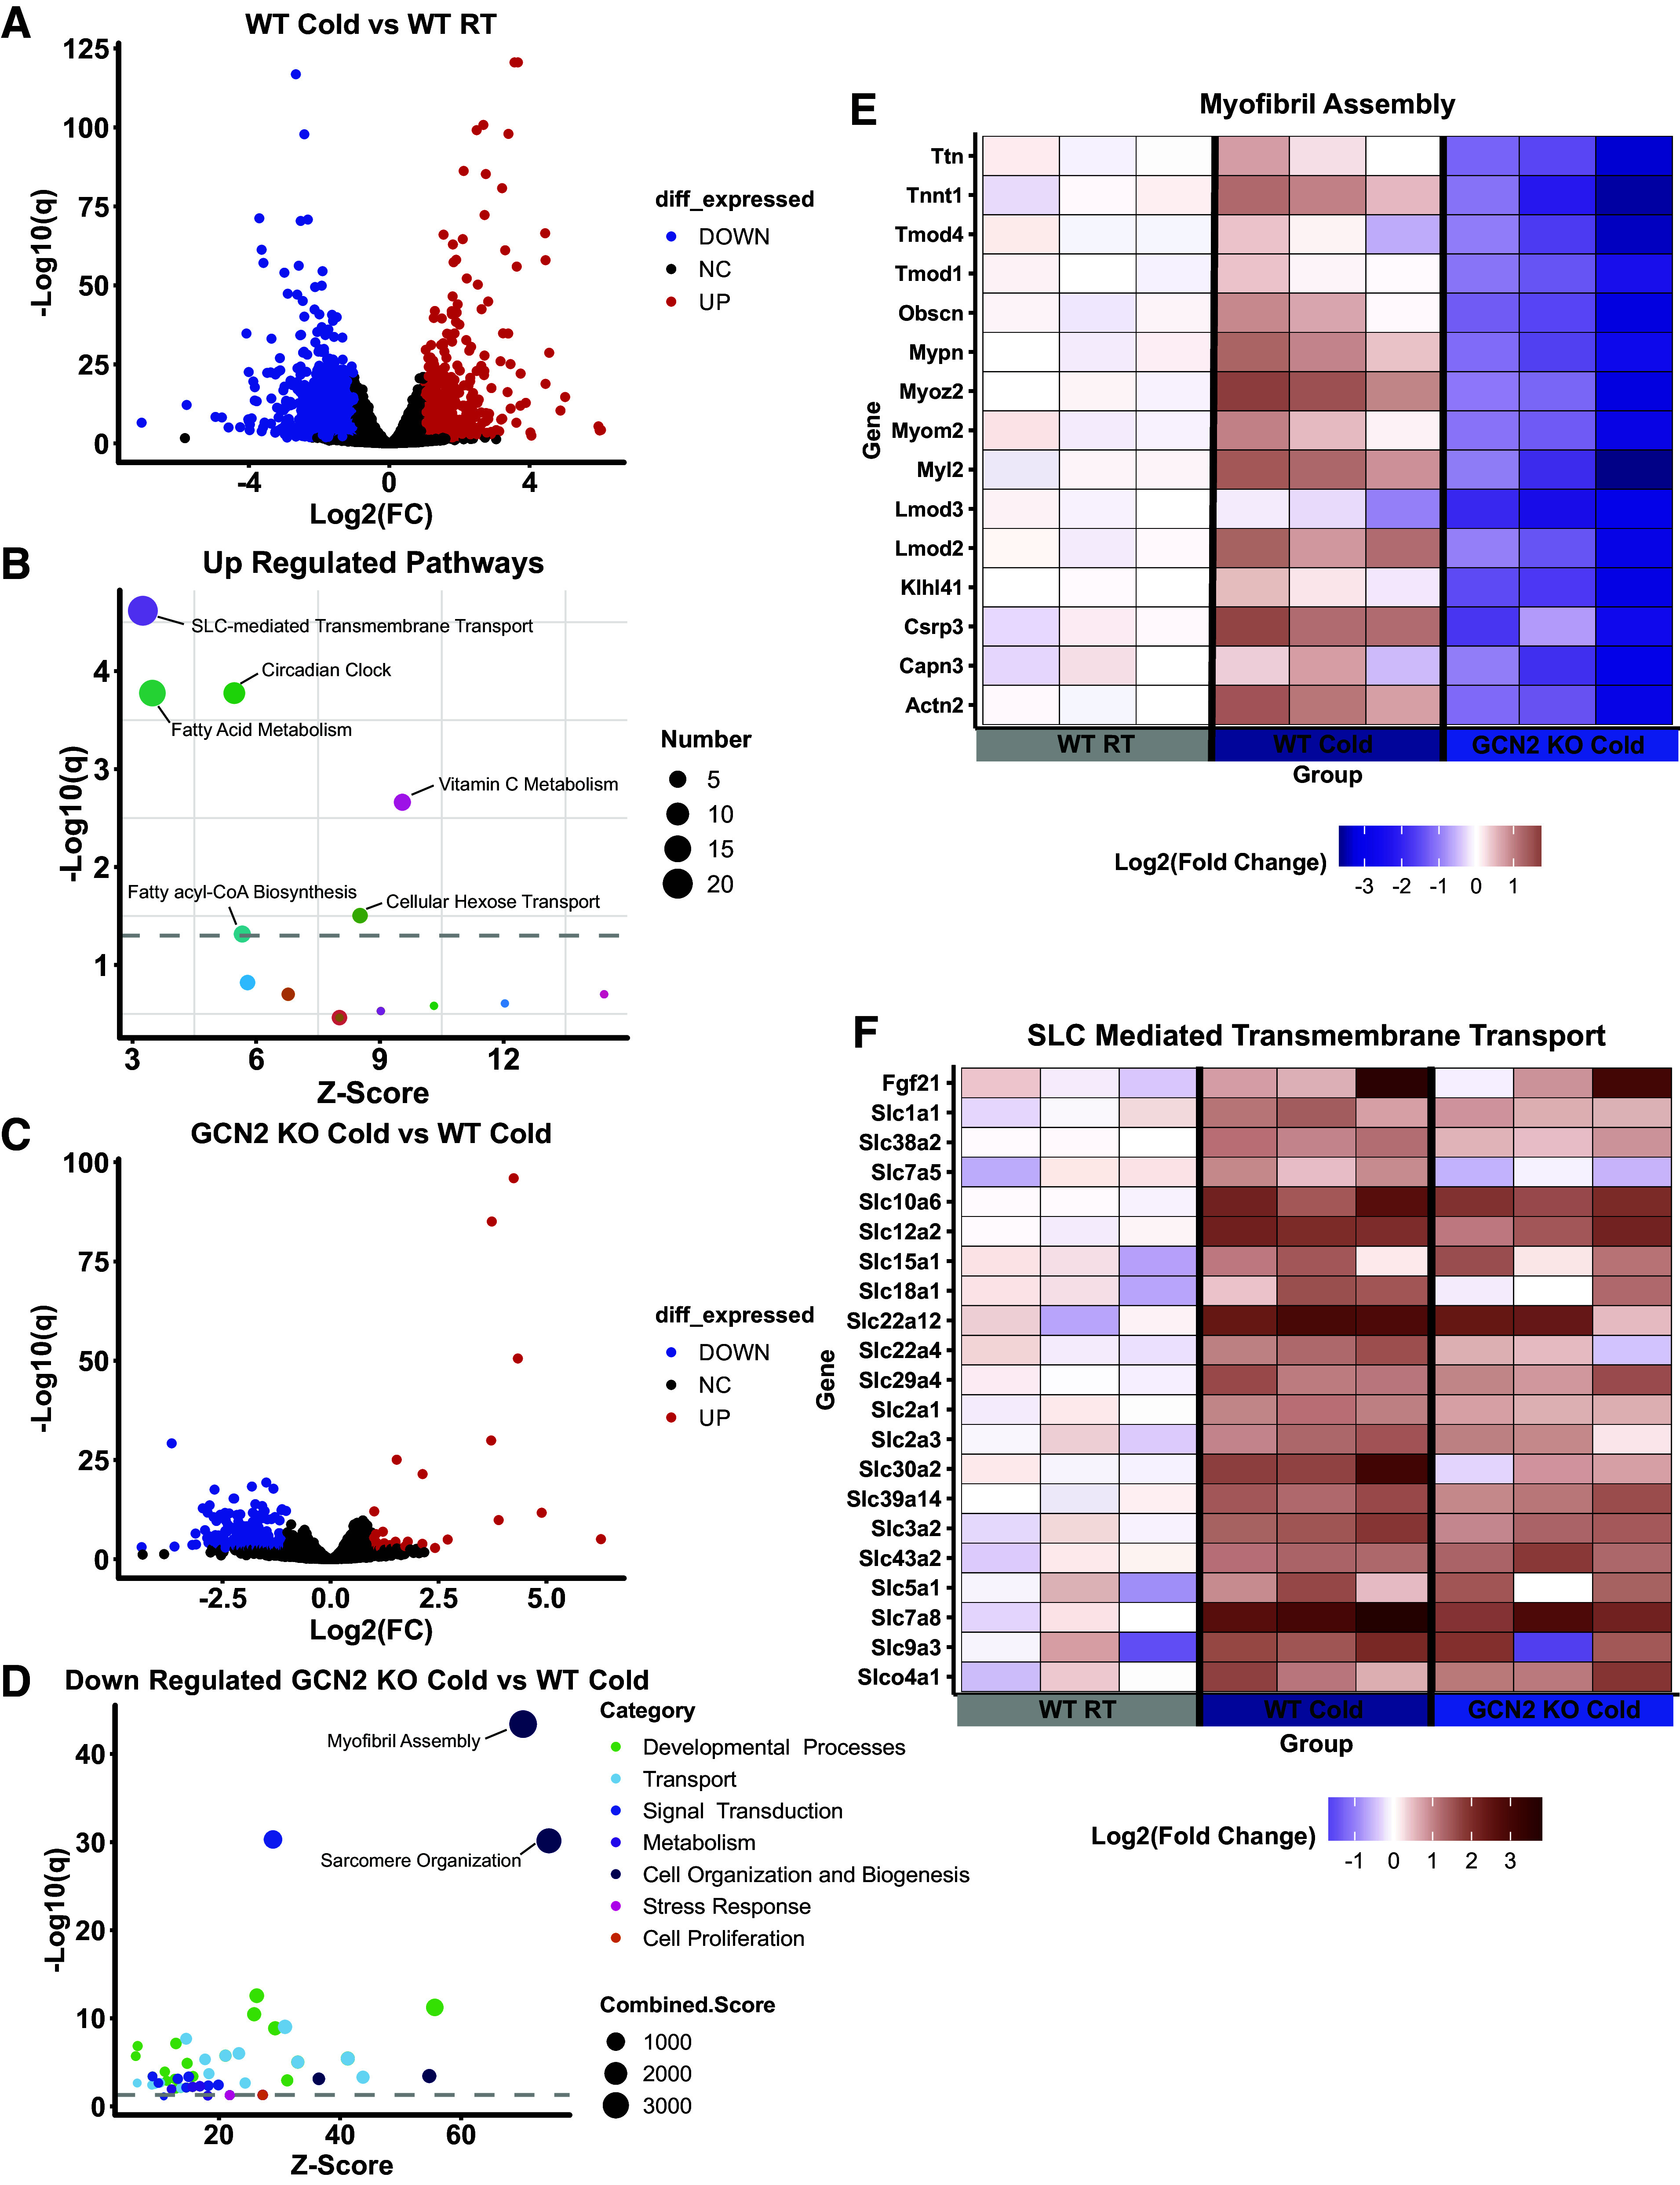
GCN2 is required for upregulation of SLC transporters and myosin heavy chain genes in bat during acute cold exposure. *A:* volcano plot illustrating differentially expressed transcripts from the brown adipose tissue of wild type (WT) mice following 8 h exposure to 4**°**C (Cold) as compared with mice held at 23**°**C room temperature (RT). The scatterplot represents statistical significance (−log10(*q*)] vs. magnitude of change [log2(FC) on *x*-axis]. The dots represent individual genes. Black dots represent unchanged (NC) genes. Blue dots represent genes that were significantly decreased (DOWN). Red dots represent genes that were significantly increased (UP). The false discovery rate cutoff was *q* < 0.05 and absolute (log2FC)>1. *B*: scatter plot representing significantly upregulated biological pathways in WT Cold mice compared with RT using the Reactome Pathways Database. The size of each circle represents the number of genes within the pathway. The dotted line represents the false discovery rate cutoff, with circles above having a *q* value of <0.05. *C*: volcano plot illustrating differentially expressed transcripts when comparing *Gcn2* knockout (GCN2 KO) Cold mice relative to WT Cold mice. *D*: scatter plot representing significantly downregulated pathways in GCN2 KO Cold mice compared with WT Cold using the Gene Ontology Database. The size of each circle represents the combined score {[−log10(q)] *(z-score)}. The dotted line represents the false discovery rate, with circles above having a *P*-adjusted value (*q*) < 0.05. *E*: heat map illustrating the pathway term Myofibril Assembly in individual samples. For each gene, the log2(fold**-**change) is expressed relative to the average expression of the WT RT group. *F*: heat map illustrating the pathway term SLC**-**Mediated Transmembrane Transport in individual samples. For each gene, the log2(fold**-**change) is expressed relative to the average expression of the WT RT group. *n* = 3 mice per group, groups contain both male and female mice. SLC, solute carrier.

To determine the impact of GCN2 status and function on cold-induced changes within the BAT transcriptome, we then compared our cold-exposed GCN2 KO mice to our cold-exposed WT mice using the same threshold criteria (Fig. 4*C*). 

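In the libraries labelled GCN2 KO Cold, Eif2ak4 was not lower than in WT Cold. It had 356.1 ± 13.3 normalized counts (SD, n = 3) in the libraries labelled GCN2 KO Cold and 209.0 ± 33.3 (SD, n = 3) in WT Cold, a log2 fold change of 0.78 (standard error 0.15, adjusted p = 0.0932 from limma and 0.0028 from DESeq2). The counts are totals over exons and do not show which exons were read. Of 16312 genes, 42 passed both thresholds with limma, 10 higher and 32 lower in the libraries labelled GCN2 KO Cold. With DESeq2, the tool of the paper's methods, run on the recovered reads, 209 genes passed, 26 higher and 183 lower, and all 42 were among them. At an unadjusted p under 0.05, limma gave 2500 genes. The largest rises were in Gchfr (log2 fold change 4.46), H2-T10 (4.23) and Eif3j2 (3.72). Both H2-T10 and Eif3j2 have close paralogs between which reads can be split. The largest falls were in Xirp1 (log2 fold change -3.67), Myh7 (-3.34) and Tnnc1 (-3.05).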

The transcripts found to be significantly downregulated in GCN2 KO were then analyzed using The Reactome Knowledgebase and Gene Ontology (GO): Biological Process tool (26) yielding similar results. The top 125 downregulated GO terms were further classified using the Categorizer tool (27). The four categories with the largest proportion of GO terms associated with GCN2 status were as follows: Developmental processes, Transport, Signal transduction, and Metabolism (Supplemental Fig. S4*A*). We noted that many of the genes found under the Developmental processes category are involved in actin and myosin organization (Fig. 4, *D* and *E*) and include transcripts encoding class II myosin heavy chain proteins, which facilitate tensional responses in cells during cold stress. 

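The 15 genes drawn in Fig. 4E were all lower in the libraries labelled GCN2 KO Cold than in WT Cold, with log2 fold changes from -3.17 to -1.62 and a median of -2.38. None of 10000 random lists of 15 genes matched on mean expression had a median as low. The paper drew these genes from those lower in the same comparison, so neither their direction nor this rank is an independent test. Of the 15 genes, 1 passed both thresholds with limma. This was Csrp3 (log2 fold change -2.85, standard error 0.42, adjusted p = 0.0483), which had 189.3 ± 119 normalized counts (SD, n = 3) against 1203 ± 209 (SD, n = 3). With DESeq2 on the recovered reads all 15 passed, and with edgeR's quasi-likelihood test 0 passed, although all 15 had an unadjusted p under 0.05 from limma. With the adjustment made over the 15 genes alone, all 15 had an adjusted p under 0.05, but the list is the paper's own selection from these data. Against WT RT, all 15 were lower in the libraries labelled GCN2 KO Cold, with a median log2 fold change of -1.73. There, 15 passed both thresholds with limma, 14 with DESeq2 and 15 with edgeR, but genotype and temperature both differ in that comparison. The libraries labelled GCN2 KO Cold differed from each other in these genes. Relative to the mean of WT RT, their median log2 level was -1.02 in library A, -1.34 in library B and -2.50 in library C of GCN2 KO Cold, and 0.90, 0.58 and 0.01 in libraries A, B and C of WT Cold. A set of 18 skeletal muscle genes outside the sarcomere had a median log2 fold change of -2.07 in the same comparison. From the downregulated genes in this category, the paper states that many are involved in actin and myosin organization.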

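Myh7, on chromosome 14 of GRCm38 from 54970684 to 54994626, had 319.3 ± 209 normalized counts (SD, n = 3) in the libraries labelled GCN2 KO Cold and 2785 ± 703 (SD, n = 3) in WT Cold. Its adjusted p was 0.0483 from limma, with a standard error of 0.49. Myh1, Myh2 and Myh4, neighbouring paralogs on chromosome 11 between which reads can be split, had log2 fold changes of -2.12, -2.38 and -2.07. Their adjusted p-values from limma were 0.096, 0.0932 and 0.149. Myh9 fell by 0.27 on the log2 scale (standard error 0.10, adjusted p = 0.269 from limma) and Myh10 by 0.26 (standard error 0.10, adjusted p = 0.305 from limma). All 6 genes were lower in each library labelled GCN2 KO Cold than in each WT Cold library. Chance gives such a separation, in either direction, for 10% of genes, but genes that vary together across libraries are not separate tests. With each library left out in turn, the adjusted p of Myh7 from limma ranged from 0.045 to 0.25. With DESeq2 on the recovered reads, 3 of the 6 genes had an adjusted p under 0.05, and these were Myh1, Myh2 and Myh7.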

BAT from cold-exposed GCN2 KO mice displayed significantly lower transcript abundance of *Myh1*, *Myh2*, *Myh4*, *Myh7*, *Myh9*, and *Myh10* (Supplemental Fig. S4*B*), which is interesting because actomyosin-mediated biomechanical signaling is critical for achieving maximal thermogenic capacity in adipocytes (37).

GCN2 is known to be important for the upregulation of SLC transcripts involved in the transport of amino acids and other metabolites. To investigate the impact of GCN2 on the upregulation of cold-induced SLC transcripts in BAT, we compared our GCN2 KO cold-exposed mice to WT mice held at room temperature. 

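Of 16560 genes, 1754 passed both thresholds between the libraries labelled GCN2 KO Cold and WT RT, 499 higher and 1255 lower. DESeq2 on the recovered reads gave 1732 genes, 508 higher and 1224 lower. SLC family members made up 18 of the 499 higher genes, an odds ratio of 2.16 (Fisher's exact test, one-sided, p = 0.00337). The largest rises were in Gchfr (log2 fold change 4.34), Cyp2b10 (4.31) and Eif3j2 (4.04), and the largest falls in Ms4a4c (-4.64), Ifi206 (-4.33) and Phf11a (-4.21). Eif2ak4 had 377.5 ± 15.6 normalized counts (SD, n = 3) in the libraries labelled GCN2 KO Cold and 331.7 ± 37.2 (SD, n = 3) in WT RT, a log2 fold change of 0.19 (standard error 0.12, adjusted p = 0.26 from limma).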

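Between the libraries labelled GCN2 KO Cold and WT RT, Slc38a2 had a log2 fold change of 0.73 (standard error 0.10, adjusted p = 0.0015 from limma) and Slc1a1 of 0.80 (standard error 0.20, adjusted p = 0.015 from limma). Slc7a5 was not higher (log2 fold change -0.28, standard error 0.28, adjusted p = 0.464 from limma). Set directly against WT Cold, Slc7a5 had 76.1 ± 13.7 normalized counts (SD, n = 3) in the libraries labelled GCN2 KO Cold and 166.4 ± 28.2 (SD, n = 3) in WT Cold, a log2 fold change of -1.12 (standard error 0.21, adjusted p = 0.0896 from limma). DESeq2 on the recovered reads gave Slc7a5 an adjusted p of 0.0017. Slc38a2 had a log2 fold change of -0.39 against WT Cold (standard error 0.12, adjusted p = 0.186 from limma) and Slc1a1 of -0.32 (standard error 0.20, adjusted p = 0.504 from limma). Of the 21 genes drawn in Fig. 4F, 20 were higher in the libraries labelled GCN2 KO Cold than in WT RT, and 1 was lower. Their median log2 fold change there was 1.15, against 1.28 for WT Cold over WT RT, and 9 passed both thresholds with limma. Of the same 21 genes, 17 were lower than in WT Cold, with a median log2 fold change of -0.34. Against WT Cold, 0 passed both thresholds with limma, and 6 had an unadjusted p under 0.05. The 16 of them that had passed in WT Cold had a median of -0.36, at percentile 4.83 of 10000 random lists drawn among the genes higher in WT Cold and matched on mean expression. The group of GCN2 KO mice at room temperature is not analysed here, so no interaction of genotype and temperature was tested.

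**Figure D1:**
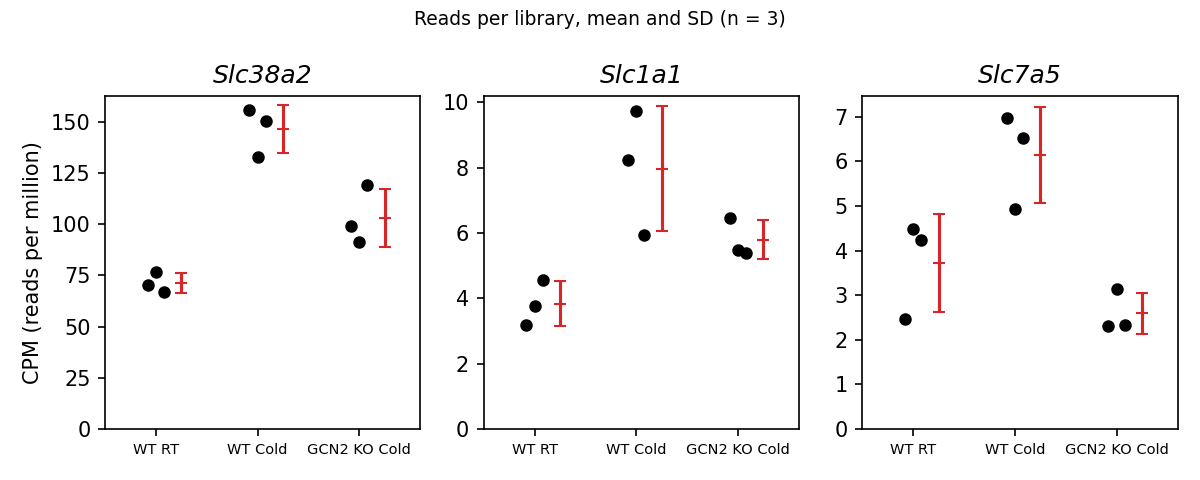
CPM (reads scaled to a common library total) of Slc38a2, Slc1a1 and Slc7a5 in each library of WT RT, WT Cold and GCN2 KO Cold. Points are libraries, and the red bars give the mean and SD (n = 3). Slc7a5 lies between 2.31 and 3.13 CPM in GCN2 KO Cold and between 2.46 and 4.49 in WT RT.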

Genetic loss of GCN2 impeded the cold-induced upregulation of SLC transcripts including genes encoding the amino acid transporters *Slc38a2*, *Slc7a5*, and *Slc1a1* (Fig. 4*F*). Taken together, our data suggested that GCN2 is required for cold-induced transcriptional upregulation of SLC transcripts encoding genes involved in amino acid uptake within BAT independent of sex.

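Over the 480 genes higher in WT Cold than in WT RT and listed in both tables against WT RT, the median share of the log2 rise missing in the libraries labelled GCN2 KO Cold was 12.1% (SD 5.8 over the libraries, n = 3). For the 20 SLC family members among them the median share was 22.3%, and for the 16 genes of Fig. 4F it was 26.2%. Genes picked for a rise in WT Cold carry that group's sampling error. The same share computed in the opposite direction, for the 477 genes higher in the libraries labelled GCN2 KO Cold than in WT RT, was 11.5% missing in WT Cold. The sample labels used here give no sex, so the values were not separated by sex. From the SLC genes, the paper proposes that GCN2 is required for their rise in the cold. In its RT-qPCR of brown adipose tissue, it reports a cold rise of Slc38a2, Slc7a5 and Slc1a1. There it names Slc7a5 as the gene whose rise needed GCN2.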

### GCN2 Is Required to Maintain Intracellular Amino Acid Levels in BAT during Acute Cold Exposure

To determine if an impeded upregulation of amino acid transporters in the BAT of GCN2 KO mice during acute cold exposure could influence amino acid uptake, we first measured cold-induced changes in serum amino acid concentrations. In line with previously published work, WT mice showed an overall increase in serum amino acids following 8 h of cold exposure (Supplemental Fig. S5*A* and Supplemental Table S3) (38, 39). However, GCN2 KO mice displayed a higher cold-induced rise in total serum amino acid concentrations as compared with WT mice (Supplemental Fig. S5*B*). We then further categorized our serum amino acids based on the SLC amino acid transporters previously identified in our BAT RNA-seq data set and found that GCN2 KO mice displayed significantly higher concentrations of SLC38A2 and SLC7A5 amino acid substrates in the serum (Supplemental Fig. S5, *C* and *D*) whereas SLC1A1 amino acid substrates did not change (Supplemental Fig. S5*E*). To confirm our findings in our RNA-seq analysis as well as observe if other amino acid utilizing tissues may be affecting these elevated serum amino acid levels, we measured transcript abundance of *Slc38a2*, *Slc7a5*, and *Slc1a1* by RTqPCR in the BAT, liver, and skeletal muscle. Similar to our RNA-seq analysis, *Slc38a2*, *Slc7a5*, and *Slc1a1* mRNA abundances were significantly increased in BAT on cold exposure and the increase in *Slc7a5* required GCN2 (Fig. 5*A*). In contrast, GCN2 was not required for increased *Slc38a2*, *Slc7a5*, and *Slc1a1* transcript abundances in skeletal muscle or liver during cold (Fig. 5*A*). We then measured intracellular amino acid concentrations in BAT (Fig. 5*B* and Supplemental Table S4) and skeletal muscle (Supplemental Fig. S5*F* and Supplemental Table S5). GCN2 KO mice displayed no change in intracellular amino acid concentrations in skeletal muscle but showed significantly lower total intracellular amino acids in BAT (Fig. 5*C*), including substrates for SLC7A5 (Fig. 5*D*), SLC38A1 (Fig. 5*E*), and SLC1A1 (Fig. 5*F*). Finally, to assess whether intracellular reduction in amino acids in BAT altered mechanistic target of rapamycin complex 1 (mTORC1) signaling, we measured changes in the phosphorylation of mTOR, S6K1, and RPS6. Consistent with the published literature, mTORC1 signaling was maintained during acute cold exposure in BAT (40) (Supplemental Fig. S6, *A*–*D*). No significant effects of temperature, genotype, or biological sex were observed. Overall, our data suggest a tissue-specific role of GCN2 in mediating cold-induced uptake of amino acids to support thermogenesis in BAT.

**Figure 5.**
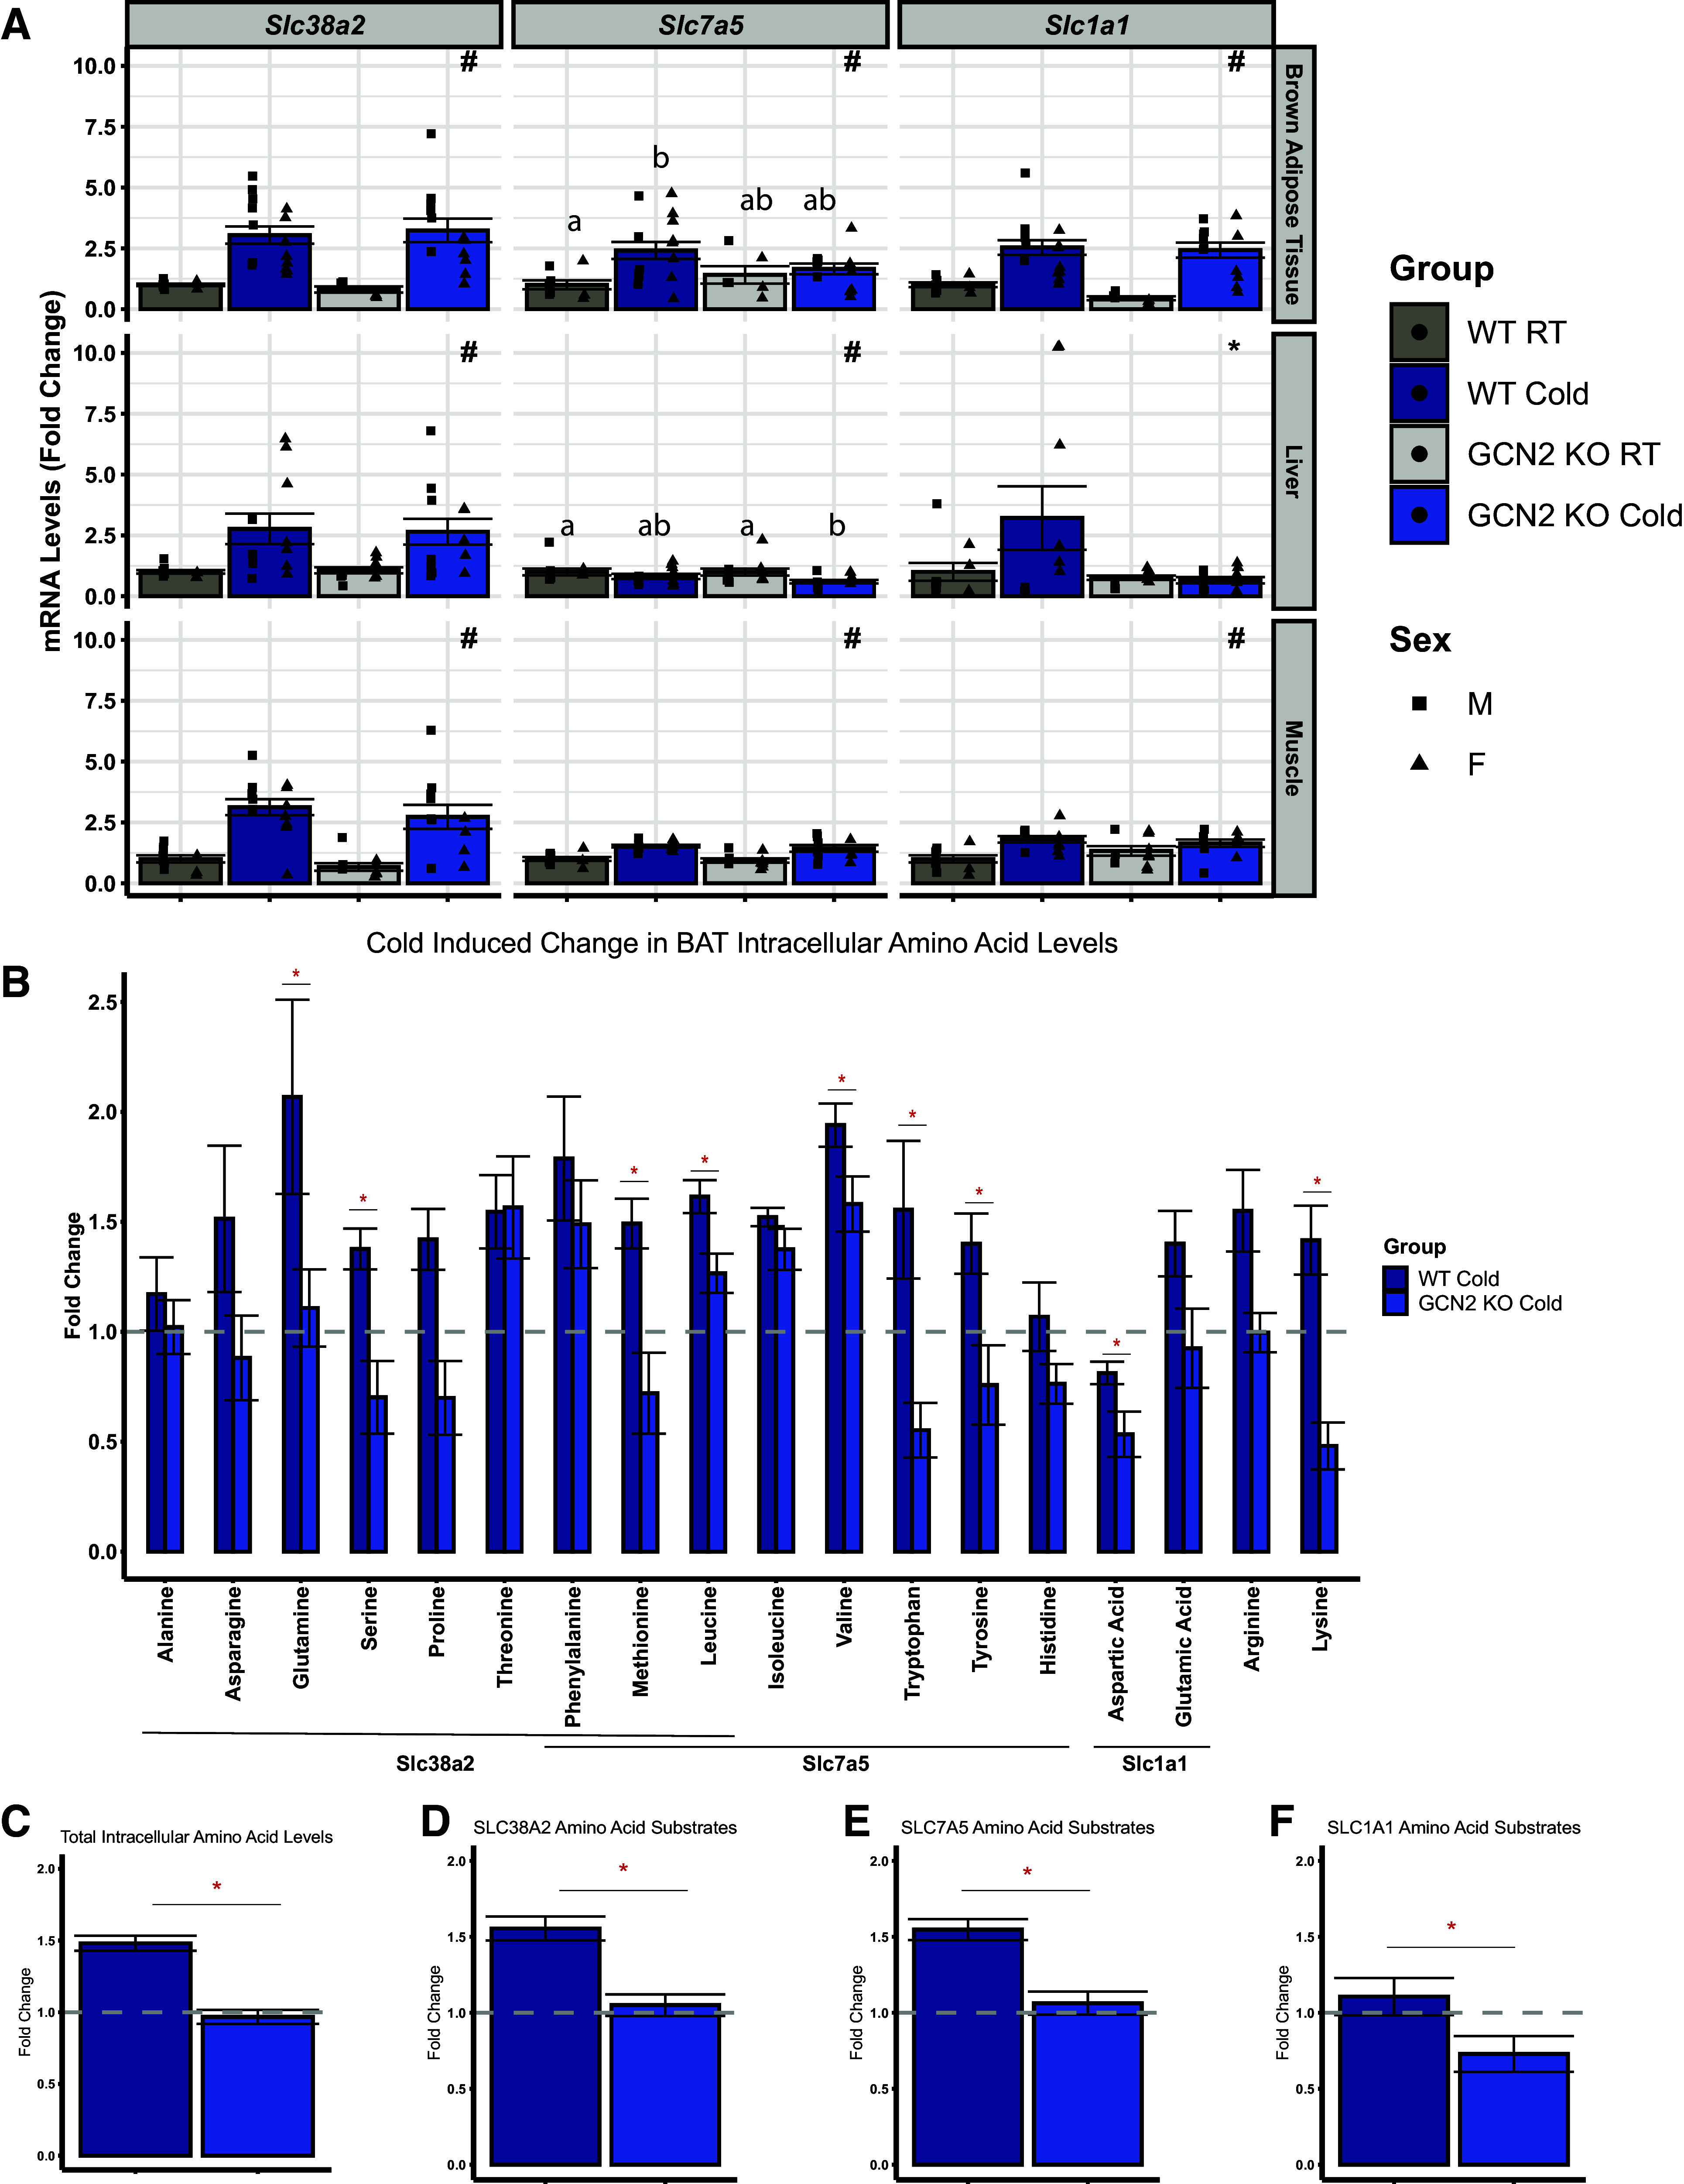
GCN2 is required to maintain intracellular amino acid levels in BAT during acute cold exposure. *A:* relative *Slc38a2*, *Slc7a5*, and *Slc1a1* mRNA levels in the brown adipose tissue (BAT), liver, and muscle (gastrocnemius and plantaris) of male and female wild type (WT) and *Gcn2* knockout (GCN2 KO) mice held at room temperature (RT, 23°C) or following 8 h exposure to 4°C (Cold) during their light cycle. *B*: fold-change in intracellular amino acid levels within the BAT of cold-treated WT and GCN2 KO mice. The lines underneath the *x*-axis span the amino acid substrates for the transporters Slc38a2, Slc7a5, and Slc1a1. *C*: fold-change in total intracellular BAT amino acid levels following 8 h of Cold in WT and GCN2 KO mice. Fold-change of SLC38A2 (*D*), SLC7A5 (*E*), and SLC1A1 (*F*) amino acid substrates following the 8 h of Cold in WT and GCN2 KO Mice. All values are expressed relative to WT RT for each respective amino acid and gene. In *B–F*, the dashed line represents the amino acid levels in WT mice held at RT. Bar chart values are presented as means ± SE with individual datapoints overlayed. mRNA expression data were analyzed by two-factor ANOVA or Kruskal–Wallis test followed by a Tukey’s post hoc test to determine main (genotype, temperature) and interaction effects. *Main effect of genotype, *P* < 0.05; #main effect of temperature, *P* < 0.05. Groups not sharing a common letter indicate a statistically significant interaction, *P* < 0.05. *n* = 7–15 mice per group for qPCR experiments. Intracellular amino acid levels were compared using a one-tailed Student’s *t* test. *n* = 4 mice per group for HPLC analysis. Groups include both male and female mice.

## DISCUSSION

This work shows that GCN2 is necessary to support adaptive thermogenesis during acute cold exposure in mice by increasing amino acid transport into brown adipose. The physiological requirement for GCN2 to maintain core body temperature during acute cold stress is intact in both biological sexes. These data are supported by a number of observations across model systems and experimental designs. In plant seedlings, GCN2 is activated by and promotes adaptation to cold stress (41). In male mice, several ISR target genes including *Atf4*, *Fgf21*, and the SLC class of transporters are linked to the thermogenic response to acute cold exposure (10). Dietary models that induce adaptive thermogenesis, most notably amino acid insufficiency by diet or drug, also report that GCN2 is required for the early and acute hepatic production of FGF21 and for amino acid homeostasis via SLC-mediated transport (12, 16, 21). Taken together in conjunction with our current results, we conclude that GCN2-directed ISR-driven increases in amino acid transport into BAT contributes to the maintenance of core body temperature during cold stress. This work carries broad implications for understanding the regulation of energy expenditure and body temperature under conditions of environmental stress. Considering the emergence of a cadre of GCN2 activators and inhibitors on the market, this work also holds practical implications in the use of these chemical agents for the treatment of chronic diseases such as cancer and in the prevention of secondary hypothermia in patients with compromised thermotolerance such as trauma and surgical patients.

The two primary mechanisms, which defend core body temperature during hypothermic conditions, are thermogenesis (i.e., heat production) and insulation (i.e., heat retention). Impedances in either of these physiological processes under hypothermic conditions lead to a reduction in core body temperature and risk of hypothermia (42). Numerous studies demonstrate the physiological role of endogenous FGF21 on acute cold exposure and its metabolic effects on thermoregulation and metabolic homeostasis (43–46). Our data support a unique role for GCN2 in regulating cold-induced hepatic FGF21 production in male mice independent of eIF2 phosphorylation. This role is also seen during other forms of stress, such as dietary sulfur amino acid insufficiency (18, 19). In addition, similar to previous experimental models, loss of GCN2 activity impedes SLC-mediated inward transport of amino acids (21, 47). It is likely that an impedance in amino acid transport prevents the use of amino acids for oxidation, which is recognized as playing a critical role in the maintenance of thermoregulation in BAT (15).

Following our RNA sequencing analysis within the BAT, the GO category that was found to be the most severely impacted on GCN2 deletion involved both actin and myosin organization and contraction. BAT possesses muscle-like characteristics due to originating from precursor cells that express myogenic factor 5 (48). In addition to expressing muscle-specific genes, the mitochondrial proteome and cytoskeletal structure of brown adipocytes are more reminiscent of myocytes than adipocytes (49–51). Previous work shows that thermogenic adipocytes including brown adipocytes contain an extensive cytoskeletal network that supports thermogenesis by aiding in the shuttling of proteins and nutrients to fuel cellular respiration. Muscle-specific type II myosin heavy chains are a critical component of this cytoskeletal network by facilitating cell tensional responses in cells during cold stress (37). Cold-treated GCN2 KO mice displayed significantly lower transcript abundance of *Myh1*, *Myh2*, *Myh4*, *Myh7*, *Myh9*, and *Myh10*. Previous work shows that GCN2 also engages in important cross talk between cytoskeletal organization and protein synthesis, indirectly sensing changes in F-actin filament organization (52). Future studies examining how GCN2 activity affects actomyosin mechanics are warranted.

Aside from the role of GCN2 in increasing thermogenesis, a secondary role in heat retention during acute cold exposure is worth considering. Loss of skin barrier function is reported following genetic deletion of the ISR gene target stearoyl-CoA desaturase-1 (*Scd1*) either globally or in skin only, rendering both mutants extremely cold intolerant (53, 54). SCD1 functions in the production of monounsaturated fatty acids, which are major components of tissue lipids. Activation of the ISR by amino acid insufficiency or high-fat diet alters *Scd1* mRNA expression; this effect is lost in mice lacking GCN2 (55–57). Although unstudied, the lipid composition of skin may differ in mice lacking GCN2, resulting in reduced heat retention during cold stress. However, the extreme cold sensitivity of WT mice treated with GCN2iB argues against this as a primary contributor. Furthermore, SCD1 deletion significantly increases energy expenditure under cold stress to compensate for the heat loss due to impaired barrier function (53). Another concept worth consideration is compromised skin function, as observed during wound healing in keratinocytes lacking GCN2 (58). In this work, genetic deletion or pharmacological inhibition of GCN2 in keratinocytes delayed collective cell migration and wound closure, with the major effect involving a failure to maintain intracellular free cysteine and a loss of reactive oxygen species coordination at the wound site. Interestingly, this loss corresponded with disruptions in cytoskeletal arrangements and focal adhesion dynamics that were ATF4 independent. Although our energy expenditure data argue that a loss of GCN2 activity impedes thermogenesis, a role for GCN2 activity in skin barrier function is worth exploring in future studies.

Taken together, we conclude that GCN2 function is critical for maintaining core body temperature during acute cold exposure by facilitating the use of amino acids for thermogenesis and supporting cytoskeletal mechanics to achieve maximal thermogenic capacity.

## DATA AVAILABILITY

RNA sequencing data are deposited in GEO, Accession No. GSE234972.

## SUPPLEMENTAL DATA

10.7282/00000350 Supplemental Figs. S1–S6 and Supplemental Tables S1–S6: https://doi.org/10.7282/00000350.

## GRANTS

This work was supported by grants from the National Institutes of Health DK109714 (to T.G.A. and R.C.W.), National Institutes of Health DK126963 (H.S.), R35GM136331 (to R.C.W.), and the Melvin and Bren Simon Comprehensive Cancer Center P30CA082709 (to K.A.S.).

## DISCLOSURES

R.C.W. is a member of the advisory board of HiberCell, Inc. K.A.S. consults for HiberCell, Inc. and Aclaris Therapeutics and receives research support from HiberCell, Inc. T.G.A. consults for HiberCell, Inc. None of the other authors has any conflicts of interest, financial or otherwise, to disclose.

## AUTHOR CONTRIBUTIONS

T.G.A. conceived and designed research; J.L.L., E.T.M., E.M.R., B.Z., J.B., and W.O.J. performed experiments; J.L.L. and H.S. analyzed data; J.L.L., K.A.S., R.C.W., and T.G.A. interpreted results of experiments; J.L.L. prepared figures; J.L.L. and T.G.A. drafted manuscript; J.L.L., E.T.M., B.Z., W.O.J., H.S., K.A.S., R.C.W., and T.G.A. edited and revised manuscript; J.L.L., E.T.M., E.M.R., J.B., W.O.J., H.S., K.A.S., R.C.W., and T.G.A. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

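RNA from brown adipose tissue of 9 mice was analysed, 3 each of WT Cold, GCN2 KO Cold and WT RT. According to the paper, the authors trimmed the reads, aligned them with STAR to the Ensembl mouse genome, counted unique reads in exons with featureCounts and compared groups with DESeq2. The paper's text does not name the genome release or a filter on low genes. The deposited tables hold, for each of 3 comparisons, a signal per gene and library, which is the read count divided by a size factor set within that table. They also hold the authors' log2 fold changes and the authors' p-values, unadjusted and adjusted. The columns name library codes and no mouse. A library was assigned to its group by the tables in which its code occurs, the comparison each table covers and the panels of Fig. 4, and no column was tied to an individual mouse. The number of columns from other samples was 0.

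Every library value was a whole multiple of a single step, and whole reads were recovered for 100% of values. Total reads on the listed genes ranged from 27056681 in GCN2 KO Cold to 30766437 in WT RT. Depth is similar between libraries, and the spread between mice rather than counting limits the precision for all but low genes. The tables listed 16679, 16312 and 16560 genes for WT Cold vs WT RT, GCN2 KO Cold vs WT Cold and GCN2 KO Cold vs WT RT.

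Because the deposited values are normalized, the main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with the 2 groups of a table in each fit, a mean-variance trend and Benjamini-Hochberg adjustment. The trend was chosen before any fit was made but was not part of the written design. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, as in the paper. The paper used DESeq2. DESeq2 (version 1.42.0) on the recovered reads gave 1423, 209 and 1732 genes, the same numbers as the authors' deposited table, and all of the authors' calls were among them. edgeR's quasi-likelihood test (version 4.0.16) was run as well. The tables were normalized separately, so tests were made within a table, and levels across all 9 libraries are CPM, the recovered reads scaled to a common library total. On simulated data drawn from the real means and library sizes, limma recovered 83, 72.5 and 78% of 200 changed genes in the 3 tables at an adjusted p under 0.05, with 20, 11 and 12 false calls. DESeq2 recovered 86.5, 81 and 81%, with 70, 43 and 47 false calls, and edgeR 84, 74.5 and 79.5%, with 24, 11 and 12. In the GCN2 KO Cold vs WT Cold table, 8 false calls from limma and 15 from DESeq2 passed both thresholds.

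Genes were named by a rule set beforehand. It covered every gene the paper names for this experiment, the targeted gene, gene lists written in advance, and the 3 largest rises and falls of each comparison among called genes with a mean normalized count of at least 50. Eif3j1 and H2-K1 fall outside the rule and were chosen after their values were seen. Gene lists were set against 10000 random lists matched in 10 bins of mean expression. Coordinates are from GENCODE M21 on GRCm38, in which 16900 of the 16937 gene identifiers were found. Alternatives covered thresholds, filters, the adjustment, the tool, the pseudocount, the groups in the fit and each library left out in turn. No comparison by sex was made, because the labels used here give none, and libraries were not sorted by the level of any gene. Liver, serum and protein data were not analysed here.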

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

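The tests of explanations in this part were all written down after the results, or values closely tied to them, had been seen.

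Skeletal muscle genes that the paper does not discuss were lower in the libraries labelled GCN2 KO Cold than in WT Cold. Xirp1 had a log2 fold change of -3.67 and Tnnc1 of -3.05, and 18 skeletal muscle genes outside the sarcomere, listed before the data were examined, had a median of -2.07. All 18 were lower, and all 18 separated the libraries of the groups. Chance gives this for 10% of genes, but muscle genes that vary together across libraries are not separate tests. A candidate explanation is skeletal muscle in the dissected tissue. Under it, muscle genes outside the sarcomere should fall about as far as the Fig. 4E genes, whose median was -2.38, and nonmuscle actomyosin genes should not. The medians were -2.07 and -0.08, as that explanation predicts. Single nonmuscle actomyosin genes varied, since 12 of the 17 were lower and 5 higher, with log2 fold changes from -0.91 to 0.21. Of these 17 genes, 1 had an adjusted p under 0.05 from limma, so the prediction held for the median and not for every gene. Muscle content may also have been uneven within a group, and the highest and lowest GCN2 KO Cold libraries differed by 1.55 in the median log2 level of the 18 genes. Library C was lowest in both cold groups, at -0.34 in WT Cold and -2.51 in GCN2 KO Cold relative to WT RT. It also had the lowest level of the Y chromosome transcript Ddx3y in each. Uneven muscle content and a difference in sex within the groups are therefore not separated. With CPM in place of the size factors, the Fig. 4E genes had a median of -2.27. That change shifts all genes of a library about alike and could not remove a fall limited to some genes. No conclusion on normalization is drawn from it. A biological explanation, a response of brown adipose tissue to loss of GCN2, cannot be told apart from a difference in muscle content, since a true change in muscle genes within the tissue would give the same values.

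Eif2ak4 had a log2 fold change of 0.78 in the libraries labelled GCN2 KO Cold against WT Cold (adjusted p 0.0932 from limma, higher in 3 of 3 libraries). The adjusted p was 0.0028 from DESeq2, was also under 0.05 with all 3 groups in the fit and with the authors' deposited p-values, and ranged from 0.1 to 0.28 with limma when each library was left out. Mislabelled groups were considered through its neighbour Gchfr, which stands apart in the libraries labelled GCN2 KO Cold. If the WT Cold libraries were the knockout, Gchfr should differ between WT Cold and WT RT, and its log2 fold change there was -0.12. H2-T10 and Eif3j2 had log2 fold changes of -0.85 and 0.32 in that comparison, against 3.39 and 4.04 in the libraries labelled GCN2 KO Cold against WT RT. These values go against a swap of the cold groups, but all 3 genes were picked for their difference. Eif2ak4 itself points the other way, since against WT RT its log2 fold change was -0.59 in WT Cold (adjusted p 0.0294 from limma, 0.018 to 0.097 when each library was left out, and 0.00995 from DESeq2) and 0.19 in the libraries labelled GCN2 KO Cold (adjusted p 0.26 from limma and 0.371 from DESeq2). Mislabelling is not excluded. Transcripts of a disrupted allele could still be counted, which gene totals do not resolve.

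Gchfr (log2 fold change 4.46), H2-T10 (4.23) and Eif3j2 (3.72) had the largest rises in the libraries labelled GCN2 KO Cold, and the paper discusses none of them. Gchfr lies on chromosome 2 near Eif2ak4, and a strain variant around the targeted gene may contribute. Within 10 Mb of Eif2ak4, 2 of 175 genes had an adjusted p under 0.05 from limma, against 64 of 16101 elsewhere, an odds ratio of 2.9 (Fisher's exact test, p = 0.158). Within 5 Mb the odds ratio was 4.53 (Fisher's exact test, p = 0.0769) and within 20 Mb it was 3.48 (Fisher's exact test, p = 0.0331). Gchfr prompted this test and is 1 of the 2 genes. In a count without Gchfr, also added after the data were seen, 1 of 174 genes within 10 Mb passed with limma, an odds ratio of 1.45 (Fisher's exact test, p = 0.503), and the odds ratio was 2.27 within 5 Mb (Fisher's exact test, p = 0.362) and 2.61 within 20 Mb (Fisher's exact test, p = 0.116). With DESeq2, the odds ratios within 5, 10 and 20 Mb were 3.62, 3.3 and 2.44 (Fisher's exact test, p = 0.000287, 5.27e-05 and 0.000343), and without Gchfr they were 3.32, 3.11 and 2.33 (Fisher's exact test, p = 0.000969, 0.000162 and 0.000738). Against WT RT, the odds ratio within 10 Mb with limma was 0.69 for WT Cold and 0.8 for the libraries labelled GCN2 KO Cold (Fisher's exact test, p = 0.202). In the latter comparison 34.24% of the genes elsewhere passed, so it has little power to show a few differing genes near Eif2ak4. Against WT Cold the odds ratio was above 1 with both tools in all 3 windows, but without Gchfr the p was under 0.05 only with DESeq2, and the explanation is not settled. H2 genes share reads between paralogs. Summed over the H2 genes, CPM had a log2 fold change of 0.58, which decides nothing because the family was picked from its differing members. Eif3j2 on chromosome 18 has the paralog Eif3j1 on chromosome 2, which was lower (log2 fold change -0.48). If reads had only moved between the paralogs, their sum should be level, and it changed by -0.14 on the log2 scale with an SD of 0.12 between libraries, too close to decide. Eif3j2 had a difference of 24.7 CPM and Eif3j1 of -34.4 CPM. Against WT RT, Eif3j1 had a log2 fold change of 0.07. For these 3 genes, genotype and strain background were not separated.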

How the results depend on the processing

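The alternatives were set before the data were examined except edgeR, limma without a trend, the authors' deposited adjusted p, the muscle score as a covariate, the mirrored share, and every other tool, pseudocount, set of groups in the fit or left-out library for the gene lists, the SLC enrichment and the share of the cold response, all chosen after seeing the data. A comparison without a filter on low genes was not run, since the deposited tables list no gene with fewer than 61 reads. No paired analysis was possible because the columns carry no replicate numbers. A fit with sex as a factor was not run, because the labels used here give no sex.

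Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real split, gave as many genes in each of the 3 comparisons. With 10 splits this share cannot go below 0.1, so a chance division cannot be excluded this way.

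For GCN2 KO Cold vs WT Cold, limma called 42 genes, 10 higher and 32 lower, and this count depended most on the processing. DESeq2 called 209 genes (26 higher, 183 lower), as did the authors' deposited adjusted p. The authors' deposited p-values with Benjamini-Hochberg adjustment over all genes gave 212 (26 higher, 186 lower). With all 3 groups in the fit there were 152 (19 higher, 133 lower), and all 42 genes were shared with each of these settings. An adjusted p under 0.01 left 8 (6 higher, 2 lower), Bonferroni adjustment 5 (4 higher, 1 lower), and limma without a trend 6 (5 higher, 1 lower). No fold change threshold gave 66 genes, 29 of them higher, and a 1.5-fold threshold gave 18 higher. The share of lower genes was 76.2% with limma and 87.6% with DESeq2. Leaving out each library in turn gave from 3 to 22 genes, from 3 to 10 higher and from 0 to 12 lower. With the skeletal muscle score as a covariate, 0 genes passed (0 higher and 0 lower), against 1416 at an unadjusted p under 0.05. That score differs between the groups, so the fit removes part of the group difference with it.

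For WT Cold vs WT RT, an adjusted p under 0.01 gave 883 genes, 548 of them lower. No fold change threshold gave 4624 (2268 higher, 2356 lower), a 1.5-fold threshold gave 2804 (1153 higher, 1651 lower), and Bonferroni adjustment 124 (62 higher, 62 lower). Leaving out each library gave from 1090 to 1854 genes. For GCN2 KO Cold vs WT RT, an adjusted p under 0.01 gave 828 lower genes. No fold change threshold gave 5657 (2713 higher, 2944 lower), a 1.5-fold threshold gave 3388 (1292 higher, 2096 lower), Bonferroni adjustment 183 (107 higher, 76 lower), and the muscle covariate 420 (232 higher, 188 lower), of which 340 were shared. Leaving out each library gave from 1424 to 1875 genes. In both comparisons, filters on the mean count, DESeq2, edgeR and the pseudocount stayed within 1.5 times the count. The cause of these changes was not tested.

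The SLC enrichment in WT Cold kept its direction and an unadjusted p under 0.05 in every alternative run, with odds ratios from 1.44 to 3.17. The wider background for it is the same set of genes and cannot move it. The Fig. 4E median stayed below all but 0.09% of random lists. That rank is no independent test, because the paper drew these genes from those lower in GCN2 KO Cold than in WT Cold. The median was -0.44 with the muscle covariate against -2.38 without it. With that covariate, 3 of the 15 genes and 10 of the 18 skeletal muscle genes outside the sarcomere took the opposite direction. The score is the mean log2 level of these 18 genes, so the fit removes their mean difference whatever its cause. The changed directions among the 18 are therefore no evidence for any explanation. The Fig. 4F genes had a median of -0.36 at percentile 4.83. Against random lists from all tested genes the median was -0.34 at percentile 0.01, and with the muscle covariate -0.63 at percentile 0.91. The mean of the list was at percentile 22.12. Leaving out each library gave medians from -0.44 to -0.29, at percentiles from 1.63 to 19.54. The share of the cold response lost was 12.1%, and 3.3% for genes taken without a fold change threshold. Leaving out each library gave from 5.4 to 21.9%, and the mirrored share was 11.5%. For the 293 genes higher in both comparisons with WT RT the share was -2.3%, so no loss. That choice leaves out genes whose rise fell below the threshold in the libraries labelled GCN2 KO Cold.

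Among single genes, Gchfr in WT Cold vs WT RT had a log2 fold change of -0.12 with limma, 0.01 with DESeq2, edgeR, the authors' deposited p-values and the authors' deposited adjusted p, 0.28 with the muscle covariate, and from -0.49 to 0.29 with each library left out. In GCN2 KO Cold vs WT Cold, the muscle covariate gave Slc1a1 0.08 and Myh4 0.30. The single genes examined were limited, after a longer list had been seen, to those the text names. Over these 45 single-gene results, 51 other values outside the fits with a library left out became weaker and 24 stronger, and 35 became weaker with a library left out. The cause was not tested.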

Differences from the paper's values

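The paper states that 6 myosin heavy chain genes were significantly lower in GCN2 KO Cold than in WT Cold. With limma, 1 of them had an adjusted p under 0.05. DESeq2, the authors' deposited p-values adjusted over all genes, and all 3 groups in the fit each gave 3, and none of the alternatives set before the data were examined reached the paper's 6. The authors' deposited adjusted p, added after the data were seen, also gave 3. In the authors' deposited table 5 of the 6 have an unadjusted p under 0.05.

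The paper draws about 15 genes in Fig. 4E, counted by eye, from the genes lower in GCN2 KO Cold. With limma, 1 of these passed both thresholds. DESeq2 and the authors' deposited p-values adjusted over all genes gave 15, and all 3 groups in the fit gave 13, while the other alternatives set before the data were examined gave from 0 to 2. The authors' deposited adjusted p, added after the data were seen, gave 15.

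The highest point is at about 120 in Fig. 4A and about 96 in Fig. 4C, read by eye on axes labelled as -log10 of q. The highest -log10 adjusted p from limma was 4.7 and 3.5. DESeq2 gave 116.6 and 91.8, and the authors' deposited p-values adjusted over all genes gave 116.7 and 91.7. No other alternative set before the data were examined came within 1.5 times. In the authors' deposited table, the highest -log10 of the unadjusted p is 120.6 and 96.0, and of the adjusted p 116.7 and 91.8, which the authors' deposited adjusted p, added after the data were seen, also gave.

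For Fig. 4F the paper draws about 21 genes, counted by eye, and 16 passed both thresholds in WT Cold vs WT RT with limma, against 20 with DESeq2 and with the authors' deposited p-values adjusted over all genes. Slc7a5 was not past the adjusted p threshold in WT Cold vs WT RT with limma (0.0535). It was with DESeq2 (0.021), with the authors' deposited p-values adjusted over all genes and with all 3 groups in the fit, and also with the authors' deposited adjusted p and the muscle covariate, both chosen after the data were seen. The paper states that loss of GCN2 impeded the rise of Slc38a2, Slc7a5 and Slc1a1. From its RT-qPCR of brown adipose tissue, it names a need for GCN2 in the rise of Slc7a5. Against WT Cold, limma gave adjusted p-values of 0.186, 0.0896 and 0.504, and DESeq2 0.114, 0.0017 and 0.61. Slc7a5 was also past the adjusted p threshold with the authors' deposited p-values adjusted over all genes and with the authors' deposited adjusted p, the latter added after the data were seen. The paper states that each group held both sexes. Xist was at 26.3, 26.2 and 12.5 CPM in libraries A, B and C of WT RT, at 37.2, 42.7 and 130.6 in WT Cold, and at 43.5, 11.2 and 127.5 in GCN2 KO Cold.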

Other observations

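Y chromosome transcripts were counted in every library. Ddx3y was at 93.4, 90.4 and 86.9 CPM in libraries A, B and C of WT RT, at 144.3, 87.5 and 7.02 in WT Cold, and at 86.5, 84.8 and 10.5 in GCN2 KO Cold. In no WT RT library was Ddx3y as low as in library C of either cold group. The paper states that each group held both sexes, and these values do not show that for WT RT. None of the comparisons was adjusted for sex. In those with WT RT, a difference in sex between the groups and the effect of cold are therefore not separated. Between the cold groups, any spread due to sex within a group stayed in the error of the fits. A gene that missed the threshold there is therefore not shown to be unchanged.

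Dusp4, which the paper measured by RT-qPCR, had a log2 fold change of 0.45 in WT Cold vs WT RT (adjusted p 0.0151 from limma) and of -0.58 in the libraries labelled GCN2 KO Cold against WT RT (adjusted p 0.00666 from limma). From its RT-qPCR, the paper reports that cold raised Dusp4 in brown adipose tissue regardless of GCN2 status. The fall against WT RT here runs the other way. Directly between the cold groups Dusp4 had a log2 fold change of -1.03 (adjusted p 0.0295 from limma), with all 3 libraries lower. This adjusted p was above 0.05 with each library left out in turn. It was also above 0.05 without the trend, with the muscle covariate and with Bonferroni adjustment. DESeq2, edgeR and all 3 groups in the fit kept it under 0.05. Ucp1 had a log2 fold change of 1.02 in WT Cold vs WT RT (adjusted p 0.00344 from limma) and of 0.27 between the cold groups (adjusted p 0.283 from limma).

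All 5 genes of a list of blood transcripts were higher in WT Cold than in WT RT, with a median log2 fold change of 1.64, and all 5 had an adjusted p under 0.05 from limma. H2-K1, chosen after its values were seen, was higher in the libraries labelled GCN2 KO Cold than in WT Cold (log2 fold change 1.54, adjusted p 0.00842 from limma) and than in WT RT (0.83, adjusted p 0.00109 from limma). It shares sequence with other H2 genes, so its reads are uncertain.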
